# Caveolin1 and YAP drive mechanically induced mesothelial to mesenchymal transition and fibrosis

**DOI:** 10.1038/s41419-020-02822-1

**Published:** 2020-08-03

**Authors:** Raffaele Strippoli, Pilar Sandoval, Roberto Moreno-Vicente, Lucia Rossi, Cecilia Battistelli, Michela Terri, Lucía Pascual-Antón, Marta Loureiro, Francesca Matteini, Enrique Calvo, José Antonio Jiménez-Heffernan, Manuel José Gómez, Victor Jiménez-Jiménez, Fátima Sánchez-Cabo, Jesús Vázquez, Marco Tripodi, Manuel López-Cabrera, Miguel Ángel del Pozo

**Keywords:** Mechanisms of disease, Chronic inflammation

## Abstract

Despite their emerging relevance to fully understand disease pathogenesis, we have as yet a poor understanding as to how biomechanical signals are integrated with specific biochemical pathways to determine cell behaviour. Mesothelial-to-mesenchymal transition (MMT) markers colocalized with TGF-β1-dependent signaling and yes-associated protein (YAP) activation across biopsies from different pathologies exhibiting peritoneal fibrosis, supporting mechanotransduction as a central driving component of these class of fibrotic lesions and its crosstalk with specific signaling pathways. Transcriptome and proteome profiling of the response of mesothelial cells (MCs) to linear cyclic stretch revealed molecular changes compatible with bona fide MMT, which (i) overlapped with established YAP target gene subsets, and were largely dependent on endogenous TGF-β1 signaling. Importantly, TGF-β1 blockade blunts the transcriptional upregulation of these gene signatures, but not the mechanical activation and nuclear translocation of YAP per se. We studied the role therein of caveolin-1 (CAV1), a plasma membrane mechanotransducer. Exposure of CAV1-deficient MCs to cyclic stretch led to a robust upregulation of MMT-related gene programs, which was blunted upon TGF-β1 inhibition. Conversely, CAV1 depletion enhanced both TGF-β1 and TGFBRI expression, whereas its re-expression blunted mechanical stretching-induced MMT. CAV1 genetic deficiency exacerbated MMT and adhesion formation in an experimental murine model of peritoneal ischaemic buttons. Taken together, these results support that CAV1-YAP/TAZ fine-tune the fibrotic response through the modulation of MMT, onto which TGF-β1-dependent signaling coordinately converges. Our findings reveal a cooperation between biomechanical and biochemical signals in the triggering of MMT, representing a novel potential opportunity to intervene mechanically induced disorders coursing with peritoneal fibrosis, such as post-surgical adhesions.

## Introduction

Biomechanical forces are increasingly recognized as major determinants of cell phenotype, and thus emerging drivers of numerous physiopathological processes. Biomechanical forces can be transmitted in cells through the interaction of different adhesion receptors such as integrins, cadherins, syndecans, CD44, and dystroglycan, with other cellular receptors or extracellular matrix (ECM) proteins^1–3^ as well as through changes in plasma membrane (PM) tension^4^, that can in turn be captured through specialized structures and membrane domains, including mechanosensitive ion channels and caveolae^1,5,6^. Caveolae are 60–80 nm diameter flask-shaped PM invaginations involved in numerous cellular processes including viral entry, vesicle transport, lipid metabolism, cell signaling, mechanosensing and mechanotransduction^7^. Caveolae, and particularly their essential component caveolin-1 (CAV1), contribute to sensing of and mechanoadaptation to mechanical stimuli, such as cell and substrate stiffness, cell stretching or loss of cellular substrate^6,8^ primarily by flattening and reorganizing their components upon changes of PM tension^9^. Caveolae are also linked to the actin cytoskeleton and align with stress fibers, thus potentially participating of a second layer of mechanosensing in the cell^10^. Caveolae-dependent mechanosensing orchestrates cell and tissue biomechanical adaptation, including the biochemical and mechanical remodelling of ECM^11,12^.

Mechanical cues promote adaptive cell responses, such as cytoskeletal remodeling and modulation of gene expression programs. Among pathways linking mechanical forces to gene expression of the transcriptional co-factor yes-associated protein (YAP) and its paralog WW domain-containing transcription regulator 1 (WWTR1/TAZ), key effectors of the Hippo signaling pathway emerge as master regulators integrating mechanotransduction with other cell functions^13^. YAP/TAZ activation and nuclear translocation upon increased ECM stiffness determines complex cellular responses^14,15^ through the regulation of broad gene expression programs mainly through interaction with TEA domain (TEAD) transcription factors to drive processes such as epithelial-to-mesenchymal transition (EMT) in tumors^16–18^.

Changes in biomechanical features of the extracellular matrix (ECM), such as ECM stiffness, can modify cell state and are major promoters of a fibrotic response^19^. Beyond ECM stiffness, sensing of mechanical stretching is characteristic of organs and tissues exposed to continuous variations of dynamic cues, such as respiratory and abdominal movements or the cyclic blood circulation pulse wave. In cells with epithelial features, the effects of cellular stretching have been analyzed especially on tissues composed of monocellular layers, such as lung epithelial cells and endothelium^20,21^. In this context, only a few studies to date have linked mechanical stretch to EMT^21–23^.

The peritoneum is lined by a monolayer of mesothelial cells (MCs) arranged on a basement membrane, which separates it from the submesothelial stroma. Mesothelial-to-mesenchymal transition (MMT) is a critical precursory event in the onset of peritoneal fibrosis during the practice of peritoneal dialysis (PD)^24,25^, in the formation of peritoneal adhesions (PAs) during abdominal surgery^4,26^, and in the accumulation of MC-derived carcinoma-associated fibroblasts during peritoneal metastasis^27^.

The onset of MMT and fibrosis depends on a complex reprogramming of MCs and other cell types involved. Fibrotic changes are mainly driven by cytokines of the transforming growth factor-β (TGF-β) superfamily. This process involves the induction of helix-loop-helix transcription factors, such as Snail, which directly inhibits the expression of epithelial markers including E-cadherin, and induces the expression of mesenchymal markers and ECM proteins such as collagens and fibronectin^28,29^.

We aimed to better understand the role of mechanical forces in fibrotic pathologies affecting peritoneum, and their underpinning molecular mechanisms. We found that exposure of MCs to cyclic mechanical stretch per se is sufficient to induce a bona fide MMT, being this induction largely dependent on endogenous TGF-β1 signaling. YAP/TAZ transcriptional activity sustains MMT-related changes. Additionally, CAV1, whose expression is regulated by YAP in MCs, limits MMT induction through the negative modulation of TGF-β1 signaling. Finally, a mouse peritoneal adhesion model demonstrated the relevance of CAV1 for curbing mechanical MMT and peritoneal fibrosis in vivo. We propose a model whereby mechanotransduction and biochemical signals (i.e. TGF-β1 signaling) engage in crosstalk to drive MMT induction and PA formation.

## Materials and methods

### Patient biopsies

A total of four parietal peritoneal biopsies corresponded to patients undergoing PD treatment, three adhesion biopsies were obtained after abdominal surgery and five ovarian cancer peritoneal implants were also evaluated. Control parietal peritoneal membrane samples were obtained from autopsy cases (*n* = 3). All tissue samples were fixed with neutral buffered formalin for 24 h and processed routinely for immunohistochemical analysis. The study was carried out in accordance with Good Clinical Practice guidelines and applicable regulations, as well as the ethical principles that have their origin in the Declaration of Helsinki. All included patients had signed informed consent forms and the study was approved by the Clinical Ethics Committee of Hospital Universitario Puerta de Hierro Majadahonda (ethic approval number: 11.17) (Madrid, Spain).

### Mice

CAV1-deficient mice and WT littermates (B6.Cg-CAV1tm1mls/J; ref. ^30^) were used for ex vivo and in vivo experiments. Mice from both genders were equally used in the different experimental conditions of ex vivo experiments, while exclusively male WT and CAV1^−/−^ mice were used for in vivo PA experiments. All animal procedures conformed to EU Directive 2010/63EU and Recommendation 2007/526/EC regarding the protection of animals used for experimental and other scientific purposes, enforced in Spanish law under Real Decreto 1201/2005, and were approved by the corresponding Animal Ethics Committee of Centro Nacional de Investigaciones Cardiovasculares Carlos III (CNIC) and Centro de Biología Molecular “Severo Ochoa” (CSIC).

### Cells

Mouse peritoneal MCs were obtained by digestion of parietal peritoneum samples from CAV1-deficient mice and WT littermates (B6.Cg-CAV1tm1mls/J). The samples were digested with a 0.125% trypsin solution containing 0.01% EDTA for 15 min with occasional agitation at 37 °C. Cells were cultured in DMEM F12 supplemented with 20% fetal calf serum, 50 U/ml penicillin, 50 μg/ml streptomycin, and 1% Biogro-2 (containing insulin, transferrin, ethanolamine, and putrescine) (Biological Industries, Beit Haemek, Israel). Biogro-2 is routinely added to favor in vitro MC growth, being washed out the day before performing the experiment. The purity of murine MC cultures was determined as in ref. ^12^.

Primary human peritoneal mesothelial cells (HPMCs) were obtained by digestion of omentum samples from patients undergoing abdominal surgery^31^. Written informed consent was obtained from omentum donors prior to elective surgery. The study was approved by the Clinical Ethics Committee of the Hospital Universitario de Princesa (Madrid, Spain). Omentum samples were digested with a 0.125% trypsin solution containing 0.01% EDTA for 15 min with occasional agitation at 37 °C. Cells were cultured in Earle’s M199 medium supplemented with 10% fetal calf serum, 50 U/ml penicillin, 50 μg/ml streptomycin, and 1% Biogro-2. The purity of HPMC cultures was determined by flow cytometry analysis of podoplanin expression (a standard mesothelial marker), and by ruling out any contamination with macrophages as determined by CD45 expression. HPMCs batches were >95% pure, and samples with >5% contaminating cells were discarded (Supplementary Fig. 1).

The human mesothelial cell line MeT5A (ATCC, Rockville, MD) was cultured in Earle’s M199 as above.

To induce MMT, HPMCs or MeT5A cells were stretched in a Flexcell^®^ FX-5000TM Tension System at 15% stretch, 0.86 Hz for 24 or 48 h. Plates covered with type I collagen (provided by the manufacturer) were used. Where indicated, cells were pretreated for 1 h with diluent or SB431542 (TGFBRI pharmacological inhibitor; final concentration: 5 μM) or with 1D11.16 (anti-TGFβ1 mAb; final concentration: 100 μg/ml).

### Antibodies and chemicals

Monoclonal antibodies against SNAI-1 (#3895), YAP (#14074) phospho-SMAD2/3 (#8828), SMAD2/3 (#8685), phospho-SMAD3 (#9520) and CAV1 (#3267) were from Cell Signaling Technology; monoclonal antibodies against α-SMA (#A2547) and pan-cytokeratin (#SRE0061) were from Sigma Aldrich (Saint Louis, MO); monoclonal anti GAPDH (#MAB374) was from Millipore (Burlington MA, USA); monoclonal anti-TEF-1 (sc-376113), polyclonal anti-RhoGDI (sc-360) and anti-CTGF (sc-14939) were from Santa Cruz Biotechnology; polyclonal anti-ZO-1 (#617-300) was from Zymed (Invitrogen, Carlsbad, CA); polyclonal anti-FSP1 (#A5114) was from Dako (Glostrup, Denmark); monoclonal anti-calretinin (#ab92341) was from Abcam; anti-MMP2 (#IM33) was from Merck (Darmstadt, Germany); monoclonal anti-human podoplanin (#566456) and FITC Mouse Anti-Human CD45 Clone HI30 (#55548) were from BD Bioscences (Franklin Lakes, NJ); secondary antibodies Alexa Fluor 488, 555, 574 and 594 (Thermofisher Scientific, Massachusetts, USA); Hoechst 33342 and 4,6-diamidino-2-phenylindole (DAPI) were from Invitrogen (Carlsbad, CA). SB431542 was from Selleck (Houston, TX). 1D11.16 anti-TGFβ1 mAb (BE0057) was from inVivoMab/Bio X Cell (Lebanon, NH).

### Western blotting

Cells were lysed in Laemmli buffer^32^, and Western blotting was performed as previously described^33^. Monolayers of MCs were lysed in modified RIPA buffer containing: 50 mM Tris-HCl, pH 7.4; 1% NP-40; 0.1% SDS; 0.25% Nadeoxycholate; 150 mM NaCl; 1 mM EDTA; 1 mM EGTA; 1 mM PMSF; 1 μg/ml each of aprotinin, leupeptin and pepstatin; and 25 mM NaF (all from Sigma). Equal amounts of protein were resolved by SDS-PAGE. Proteins were transferred to PVDF membranes (Millipore, Bedford, VA) and probed with antibodies using standard procedures. PVDF-bound antibodies were detected by chemiluminescence with ECL (Amersham Life Sciences, Little Chalfont, UK).

### FACS analysis

HPMC suspensions were preincubated with human Fc Receptors block (#564220 from BD Biosciences) to reduce nonspecific binding. Cells were stained with podoplanin-BV421 and CD45-FITC conjugated antibodies. Antibodies were omitted in negative controls. Flow cytometry data acquisition was performed on a FACSAria Fusion equipment (BD Biosciences). FlowJo software (Tree Star Inc., Ashland, OR) was used for data analysis.

### Enzyme-linked immunoassay

TGF-β1 concentration was determined by using standard enzyme-linked immunoassay (ELISA) kits (R&D Systems). Confluent HPMCs (200 × 10^3^) were left in static conditions or exposed to cyclic mechanical stretch for 24 h. Supernatants were collected and stored at −80 °C until their analysis. Results were represented as picograms per milliliter (pg/mL). Statistical significance was determined with a *t*-test with GraphPad Prism version 5.0 (La Jolla, CA, USA). Differences were considered significant at *p* < 0.05.).

### Confocal microscopy and immunofluorescence

Cells were fixed for 20 min in 3% formaldehyde in PBS, permeabilized in 0.2% Triton X‐100/PBS for 5 min, and blocked with 2% BSA for 20 min. Secondary antibodies (conjugated to Alexa-647, −488, or −541) were from Pierce Chemical Company (Rockford, IL, USA). Confocal images were acquired using a ZEISS LSM700 fitted with a ×20 and ×40 objective with a dipping lens. A PLAN-APOCHROMAT 25 × 0.8 Numerical Aperture objective was used. Suitable excitation lasers and emission filters were chosen to minimize bleedthrough between channels. Nucleus/cytoplasm distribution was estimated by measuring the intensity at a nuclear ROI, and at a ROI of equal size in the cytosol immediately adjacent to the nuclear region, as in Elosegui-Artola et al.^34^. Hoechst staining was used to delimit nuclear versus cytosolic ROIs. Statistical significance was determined with the nonparametric Mann–Whitney rank‐sum *U*‐test with GraphPad Prism version 5.0. Differences were considered statistically significant at *p* < 0.05.

### SiRNA-mediated knockdowns and lentiviral infection

siGENOME SMARTpool siRNAs against human YAP (L-012200-00-0005), TAZ (L-016083-00-0005); ON-TARGETplus and control siRNAs, were purchased from Dharmacon. To silence CAV1, a siRNA corresponding to human CAV1 (target sequence: AAGAGCTTCCTGATTGAGATT) plus two more sequences (CAV1 h46, GCUUCCUGAUUGAGAUUCAtt and CAV1 h48 CCUUCACUGUGACGAAAUAtt) or a control siRNA at the same concentration were used. siRNAs were transfected into cells using Lipofectamine^®^ RNAiMAX (Invitrogen) by reverse transfection as specified by the company. In all, 72 h after the last transfection, knockdown efficiency was determined by RT-qPCR and Western blot and cells were processed as indicated. MCs were also infected with lentiviruses encoding for pRR-CMV-Cav-IRES-GFP or empty vectors as controls as in ref. ^11^.

### Reverse-transcriptase polymerase chain reaction

RNA, extracted from cell cultures with ReliaPrep™ RNA Tissue Miniprep System (Promega, Madison, WI, USA), was reverse transcribed with iScriptTM c-DNA Synthesis Kit (Bio-Rad Laboratories, Inc., Hercules, CA, USA) according to the manufacturer’s instructions. cDNAs were amplified by qPCR reaction using GoTaq^®^ qPCR Master Mix (Promega, Madison, WI, USA). The specific primer pairs are listed in Suppl. Table 1. Relative amounts, obtained with 2^−ΔCt^ method, were normalized with respect to the housekeeping gene L32. Statistical significance was determined with a *t*-test with GraphPad Prism version 5.0 (La Jolla, CA, USA). Differences were considered significant at *p* < 0.05 (*p < 0.05; **p < 0.01; ***p < 0.001).

### RNAseq analysis

RNAseq data were analysed by the Bioinformatics Unit of the CNIC. Sequencing reads were pre-processed by means of a pipeline that used FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/), to asses read quality, and Cutadapt v1.3^35^ to trim sequencing reads, eliminating Illumina adaptor remains, and to discard reads that were shorter than 30 bp. The resulting reads were mapped against reference transcriptome GRCm38.76 and quantified using RSEM v1.2.25^36^. Around 88% of the reads participated in at least one reported alignment. Expected expression counts calculated with RSEM were then processed with an analysis pipeline that used the Bioconductor package EdgeR^37^ for normalization (using TMM method) and differential expression testing. Changes in gene expression were considered significant if associated to Benjamini and Hochberg adjusted *p*-value < 0.05. Enrichment analyses were assayed using Ingenuity Pathway Analysis (IPA, Qiagen) and Gene Set Enrichment Analysis (GSEA, Broad Institute, Inc.) tools. Full RNAseq data are available through GEO accession number GSE146955 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE146955).

### Proteomics

#### Protein digestion and iTRAQ labeling

Protein concentration from matrix samples was measured by the Pierce BCA Protein Assay (Life Technologies, Thermo Scientific). For each sample, a total of 150ug of proteins were boiled in Laemmli buffer^32^ containing 50 mM DTT and run on a SDS-PAGE gel (10% resolving gel and 4% stacking gel) at 65 V. The electrophoresis was stopped when the front dye had barely passed into the resolving gel, ensuring concentration of all proteins into a unique band, and proteins were fixed during 30 min in a solution containing 10% (v/v) acetic acid and 40% (v/v) methanol. Staining was performed using GelCode^®^ Blue Stain Reagent (Thermo Scientific). Protein bands were excised from the gel, cut into cubes (2 × 2 mm) and treated with 55 mM iodoacetamide (IAM, SIGMA) to alkylate cysteine residues. In-gel digestion was performed overnight at 37 °C with modified porcine trypsin (Promega) at a final ratio of 1:10 (trypsin-protein) in 100 mM ammonium bicarbonate, pH 8.8. Digestion proceeded overnight at 37 °C. The resulting tryptic peptides were extracted twice by 1 h incubation at room temperature in 100% acetonitrile and 5% formic acid, dried-down and desalted onto C18 Oasis-HLB cartridges. Peptides were then subjected to isobaric labeling using the 4-plex iTRAQ Reagents Multiplex Kit (Sciex) as described before^38^. For increasing proteome coverage, iTRAQ-labeled samples were fractionated by cation exchange chromatography (Oasis HLB-MCX columns) into six fractions, which were desalted following the same procedure as explained above.

#### Protein identification and quantification

Tryptic peptide mixtures were subjected to nano-liquid chromatography coupled to mass spectrometry for protein identification and quantification. Peptides were separated on a C-18 reversed phase^39^ nano-column (75 µm I.D. and 50 cm, Acclaim PepMap100, Thermo Scientific) 13 and analyzed in a continuous acetonitrile gradient consisting of 0–30% B in 240 min, 50–90% B in 3 min (*B* = 90% acetonitrile, 0.5% acetic acid). A flow rate of ca. 200 nL/min was used to elute peptides from the RP nano-column to an emitter nanospray needle for real time ionization and peptide fragmentation on a Q-Exactive HF mass spectrometer (Thermo Fisher). An enhanced FTresolution spectrum (resolution = 70000) followed by the MS/MS spectra from most intense fifteen parent ions were analysed along the chromatographic run (272 min). Dynamic exclusion was set at 20 s.

Peptides were identified with Proteome Discoverer (version 2.1.0.81, Thermo Fisher Scientific) using SEQUEST-HT (Thermo Fisher Scientific). For database searching at the Uniprot database containing all sequences from human (May 18, 2016), parameters were selected as follows: trypsin digestion with 1 maximum missed cleavage sites and precursor and fragment mass tolerances of 800 ppm and 0.02 Da, respectively. Methionine oxidation was selected as dynamic modification, and Carbamidomethyl cysteine and N-terminal and Lys iTRAQ modifications were selected as dynamic modifications. Peptide identification was validated using the probability ratio method^40^ with an additional filtering for precursor mass tolerance of 10 ppm^41^. False discovery rate (FDR) was calculated using inverted databases and the refined method^42^. Protein quantification from reporter ion intensities and statistical analysis were performed using the SanXoT package^43^, based on the WSPP statistical model^44^. In this model, the accuracy of individual quantifications is taken into account by expressing protein abundance changes in units of standard deviation (log2-ratios), using the standardized variable Zq. The threshold for differential protein and peptide abundance was set at |Zq| ≥ 2.5. Alterations in biological functions as a consequence of the coordinated behavior of proteins, were analyzed by estimating functional category averages (Zc) according to the Systems Biology Triangle (SBT) model^45^. The quantified proteins were functionally annotated using the Ingenuity Knowledge Database (IPA) and DAVID. The DAVID repository includes 13 functional databases, including Gene Ontology, KEGG, and Panther. Categories with at least 5 protein components and |Zc| ≥ 1.5 were considered significantly differential and were subjected to cluster analysis. Proteomics raw data can be found in: ftp://PASS01527:/.

#### Peritoneal adhesion mouse model

A total of six CAV1^−/−^ and six WT male mice, 11–12 weeks old, were used in a standard surgical adhesion model as previously described^26^. Mice were anaesthetized with inhaled isoflurane during surgery. Briefly, an anterior midline incision was made through the abdominal wall and peritoneum. Three ischaemic buttons (IBs), spaced 1 cm apart, were created on the left side of the peritoneum by grasping 3 mm of the parietal tissue with a haemostat and ligating the base of each segment with 4–0 silk sutures. The incision was closed on both layers. The animals were sacrificed 5 days after surgery. Each animal received an adhesion score based on the number of IBs with attached adhesions. Extent (grade) and quality (tenacity) of adhesions were scored with a point scale (Supplementary Table 2)^26^. Both scores were averaged and never differed by more than 1. A meticulous search for other areas of adhesions inside the peritoneal cavity was also performed. Mice were scored in blind by two independent observers. IB tissue samples were fixed with 3.7% neutral-buffered formalin and processed routinely for histological, immunohistochemical and immunofluorencence studies. Statistical significance for all in vivo analysis was determined with the non-parametric Mann–Whitney rank-sum *U*-test with GraphPad Prism (La Jolla, CA, USA). Differences were considered significant at *p* < 0.05.

### Dual-immunofluorescence staining in mouse peritoneal tissues

Mouse peritoneal tissue sections (3 μm) were heated to expose the hidden antigens using Real Target Retrieval Solution containing citrate buffer, pH 6.0 (Dako). Samples are routinely pretreated with 50 mM NH4Cl solution to avoid formalin-related autofluorescence. Non-specific binding of secondary antibodies were blocked by pretreating slides with donkey serum (Abcam). Anti-pan-cytokeratin and anti-FSP1 antibodies were incubated at room temperature for 1 hour followed by Alexa Fluor 647 and 555 secondary antibodies. Finally, the slides were mounted with DAPI nuclear stain. Negative controls, in which primary antibodies were omitted, did not give rise to any detectable labeling. Images were captured with a LSM710 Zeiss Confocal Microscope (Zeiss, Germany).

### Immunohistochemistry

Immunohistochemical studies on patient peritoneal tissues were performed on serial sections 3 μm thick using a biotinylated secondary antibody followed by the R.T.U Vectastain Elite ABC Kit (Vector Laboratories, Burlingame, CA, USA). A similar method was applied for immunohistochemical studies in mouse tissues. The Vector M.O.M. Immunodetection Kit (Vector Laboratories, Burlingame, CA, USA) was applied according to the manufacturer’s instructions. All cases were revealed using DAB (Dako) as chromogen and finally counterstained with haematoxylin. Images were captured with a digital camera coupled to a brightfield microscope and 2–4 arbitrary fields (magnification ×200) for each sample were quantified using the analysis program Image-J 1.48 v (National Institute of Health, Bethesda, Maryland). Statistical significances were determined with the non-parametric Mann–Whitney rank-sum *U*-test with GraphPad Prism (La Jolla, CA, USA). Differences were considered significant at *p* < 0.05.

## Results

### Positive correlation among mechanotransduction, MMT progression and TGF-β1-related markers in peritoneal fibrosis patient biopsies

Biopsies from (i) parietal peritoneum of patients undergoing PD^46^, PA development after abdominal surgery, or (iii) ovarian carcinoma peritoneal metastasis, were analyzed for the expression of markers related to mechanotransduction pathways (Hippo-YAP/TAZ and CAV1), as well as to TGF-β1 pathway as compared to healthy peritoneum samples. Serial sections of peritoneal fibrotic tissues showed immunohistochemical staining for mesothelial markers (pan-cytokeratin or calretinin) overlapping with α-SMA (a myofibroblast marker) in submesothelial areas indicating an accumulation of mesothelial-derived myofibroblasts via MMT. Accordingly, MMT-derived myofibroblasts expressed phospho-SMAD3 and MMP2, indicative of TGF-β1 signaling-activation. Additionally, the staining for CTGF, a YAP-driven molecule, and for YAP overlapped with MMT-positive areas, suggesting a role for YAP/TAZ-driven programmes in MMT. Of note, basal partial nuclear translocation of YAP could be observed in the mesothelial monolayer of control biopsies. CAV1, a membrane mechanotransducer, was expressed in the MC monolayer lining the surface of healthy samples, as well as in the submesothelial myofibroblasts of the three considered fibrotic pathologies. Interestingly, a relative decrease in CAV1 staining could be observed in submesothelial deeper zones of PD and PA patients, as compared to upper areas. The presence of both biochemical and mechanical MMT-associated markers was constant in the series of patient biopsies included in this study (Fig. 1). These results suggest the existence of an inter-relation between biochemical (TGF-β1-induced) and biomechanical (YAP/TAZ and CAV1-mediated) signals during the pathogenesis of peritoneal fibrotic pathologies.

**Fig. 1:**
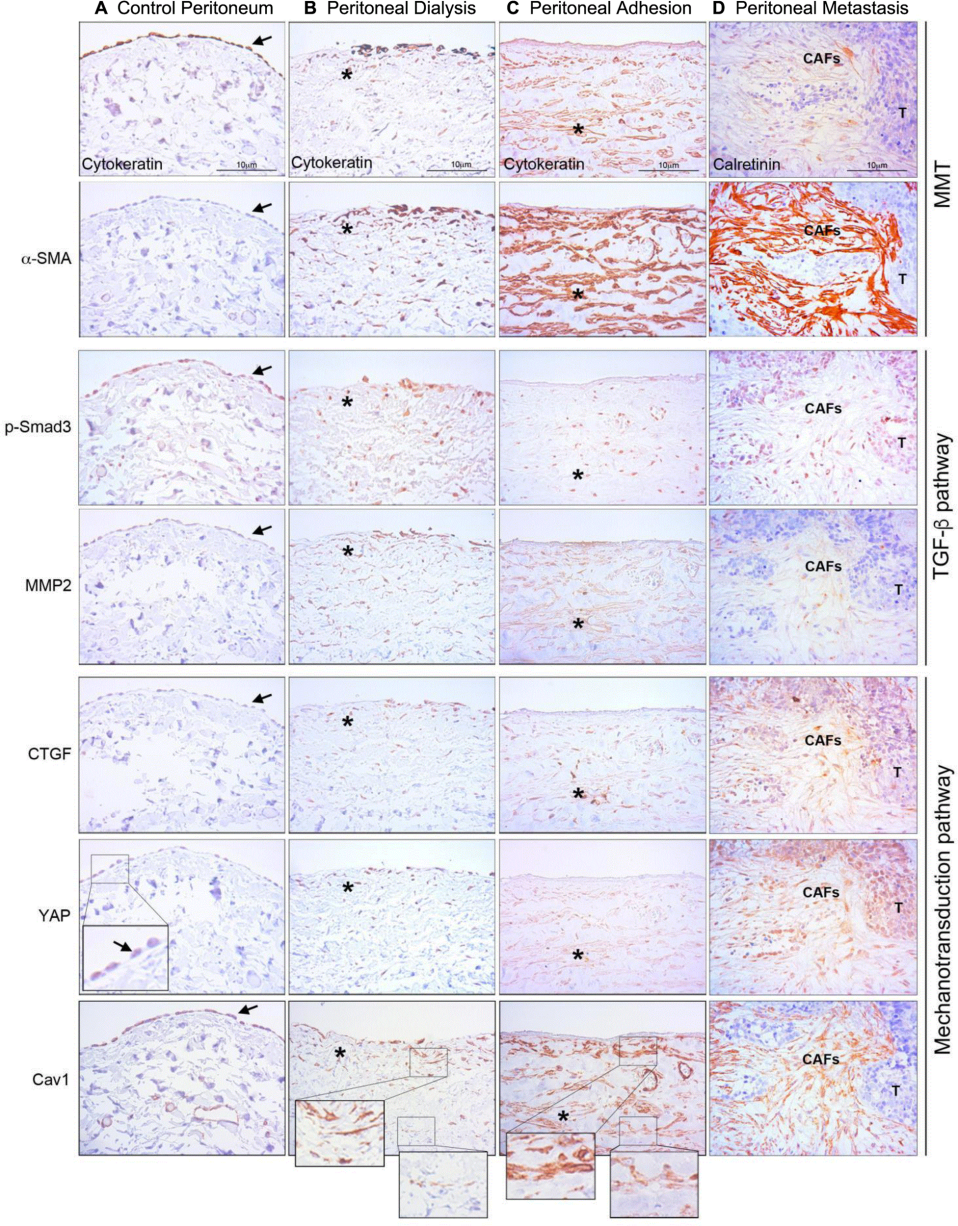
MMT-related biochemical and mechanical pathway markers in patient peritoneal biopsies. **a** Serial sections of a control peritoneal tissue show pan-cytokeratin staining confined to the preserved MC monolayer and absence of α-SMA expression. Mesothelial monolayer shows basal staining for phospo-Smad3 and MMP2, absence of CTGF staining, basal YAP (inset) and strong positivity for CAV1. **b** Serial sections of a fibrotic peritoneum from a patient undergoing PD. Pan-cytokeratin and α-SMA staining are detected at deeper levels of the peritoneum. MMT submesothelial area overlaps with nuclear phospho-Smad3, MMP2, CTGF, nuclear YAP and CAV1 staining. Of note, a decreased intensity of staining for CAV1 in submesothelial deeper zones can be appreciated as compared to upper areas (insets). **c** Serial sections of a post-surgical peritoneal adhesion show deeply located submesothelial cells stained for pan-cytokeratin, α-SMA, phospho-Smad3, MMP2, CTGF, YAP and CAV1. Of note, a decreased intensity of staining for CAV1 in submesothelial deeper zones can be appreciated as compared to upper areas (insets). **d** Serial sections of an ovarian cancer peritoneal implant show submesothelial accumulation areas of mesothelial-derived CAFs marked for calretinin and α-SMA. MMT-derived CAFs are positive for nuclear phospho-Smad3, MMP2, CTGF, nuclear YAP and CAV1. T tumor, CAFs carcinoma-associated fibroblasts, asterisk indicates overlapped staining areas.

### RNA-sequencing and quantitative proteomics analyses of mesothelial cells reveal bona fide MMT signatures as integral to adaptation to cyclic stretching

In order to obtain a whole picture of the changes taking place during exposure of mesothelial cells to intraperitoneal biomechanical forces, we profiled transcriptomic changes induced by cyclic mechanical stretch on primary human MCs. 1308 genes were upregulated and 1390 genes were downregulated in MCs upon cyclic stretching as compared to unstimulated MCs (*p*-value ≤ 0.05). Upon querying these gene subsets for Ingenuity Pathway Analysis (IPA), we found several entries related to cancer mechanisms and fibrotic disorders as well as MMT-related pathways, (Fig. 2a). Detailed interrogation across MMT-related gene subsets revealed an upregulation of mesenchymal genes, as well as the repression of epithelial-related markers. In particular, Snail family transcriptional repressor 1 (SNAI1), as well as profibrotic, proinflammatory and proangiogenic factors, including TGF-β1, IL-11, IL-6 were robustly induced by cyclic stretching. Interestingly, the expression levels of caveolins CAV1 and CAV2 were significantly reduced. A list of mesothelium-specific markers was created on the basis of published transcriptomic studies from our group^27,39^. Variation of expression of these genes showed induction of MMT upon exposure to mechanical stretch similarly to MMT induced upon exposure to PD fluid or during peritoneal metastasis^47,48^ (Fig. 2b and Supplementary Table 3).

**Fig. 2:**
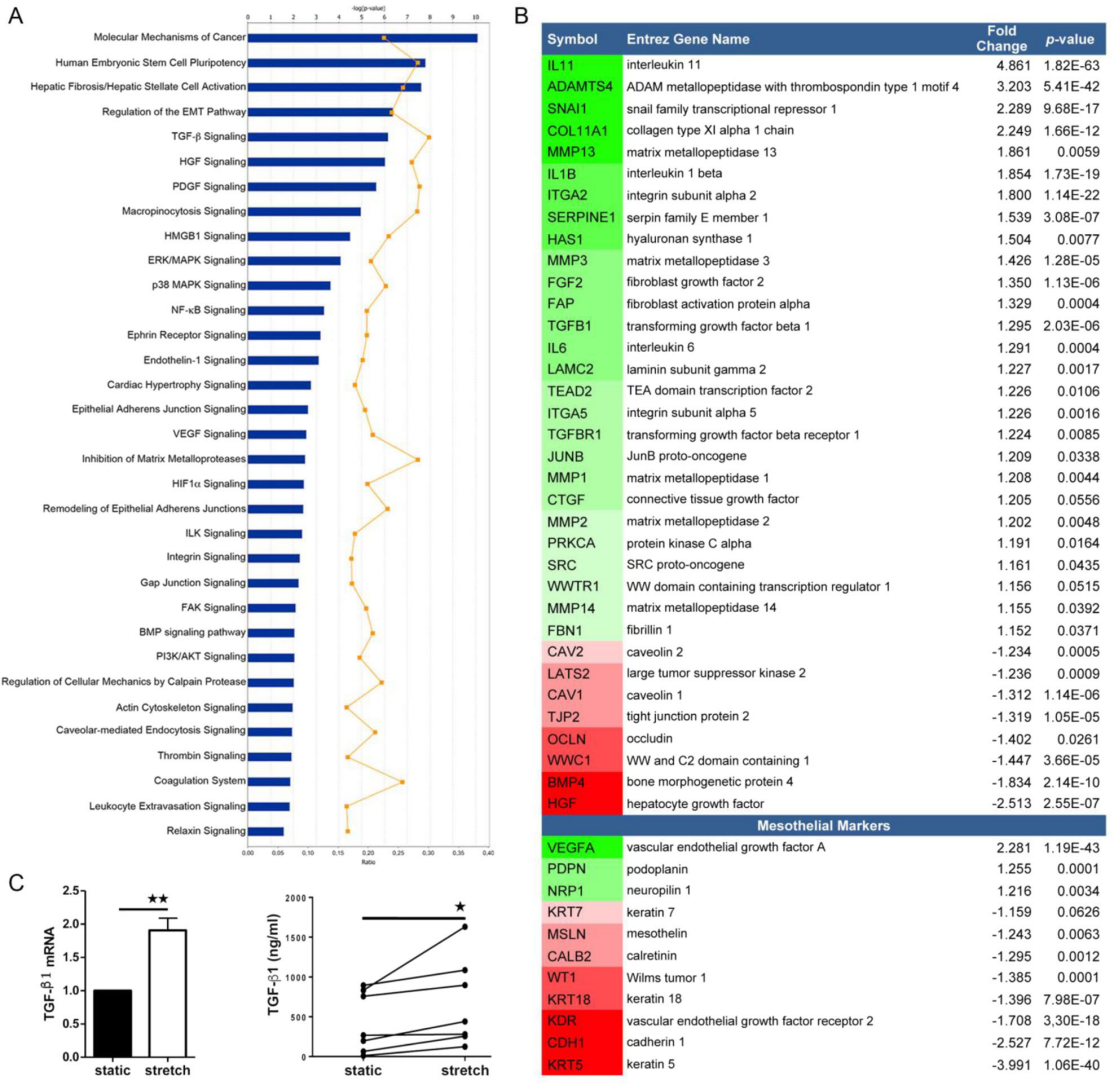
RNA-sequencing analysis of HPMCs exposed to cyclic mechanical stretch during 24 h. **a** Differentially regulated MMT-related canonical pathways analyzed with IPA software. The upper horizontal axis indicates statistical significance, corrected with the method of Benjamini–Hochberg. **b** Subset of genes significantly dysregulated upon stretching conditions (*n* = 3) as compared to static (*n* = 3). Specific mesothelial cell genes are listed at the bottom. Genes upregulated by exposure to mechanical stretch are in green, whereas those downregulated are in red. **c** qRT-PCR from total lysates (left) and ELISA assay from supernatants (right) of TGF-β1 of HPMCs exposed to cyclic mechanical stretch for 24 h (*n* = 7).

An additional independent analysis using Gene Set Enrichment Analysis (GSEA) software recapitulated these results (Supplementary Fig. 2A–C). Moreover, GSEA analysis showed a significant upregulation of CAV1 negatively regulated targets, and the complementary downregulation of CAV1 positively regulated genes, in stretching with respect to static conditions (Supplementary Fig. 2B, C). Finally, network reconstruction with IPA revealed that many of these genes were dependent on, or connected to, TGF-β1 expression, consistent with a significantly upregulated TGF-β1 signaling gene signature (Fig. 2b).

When surveying our datasets for YAP/TAZ-associated signatures, we observed broad transcriptional changes for members of YAP/TAZ regulatory networks, in cells subject to cyclic stretching as compared to unstimulated cells. Importantly, genes specifically regulated by both YAP/TAZ and TGF-β1, such as CTGF and SERPINE1, were significantly upregulated upon cyclic stretching (Fig. 2b) suggesting a cooperation between both pathways. Our transcriptomic data and network analysis also suggested a relevant role for caveolae in mechanically induced MMT (Supplementary Fig. 3). TGF-β1 increased expression in MCs exposed to mechanical stretching was confirmed by RT-qPCR and by ELISA (Fig. 2c). Quantitative proteomics analysis further confirmed our interpretation that MMT signatures are upregulated upon mechanical stretching, revealing a significant increase in abundance of collagens, fibronectin and serpins, as well as of numerous proteins related to the TGF-β pathway; and a robust reduction in epithelial markers such as cytokeratins (Fig. 3).

**Fig. 3:**
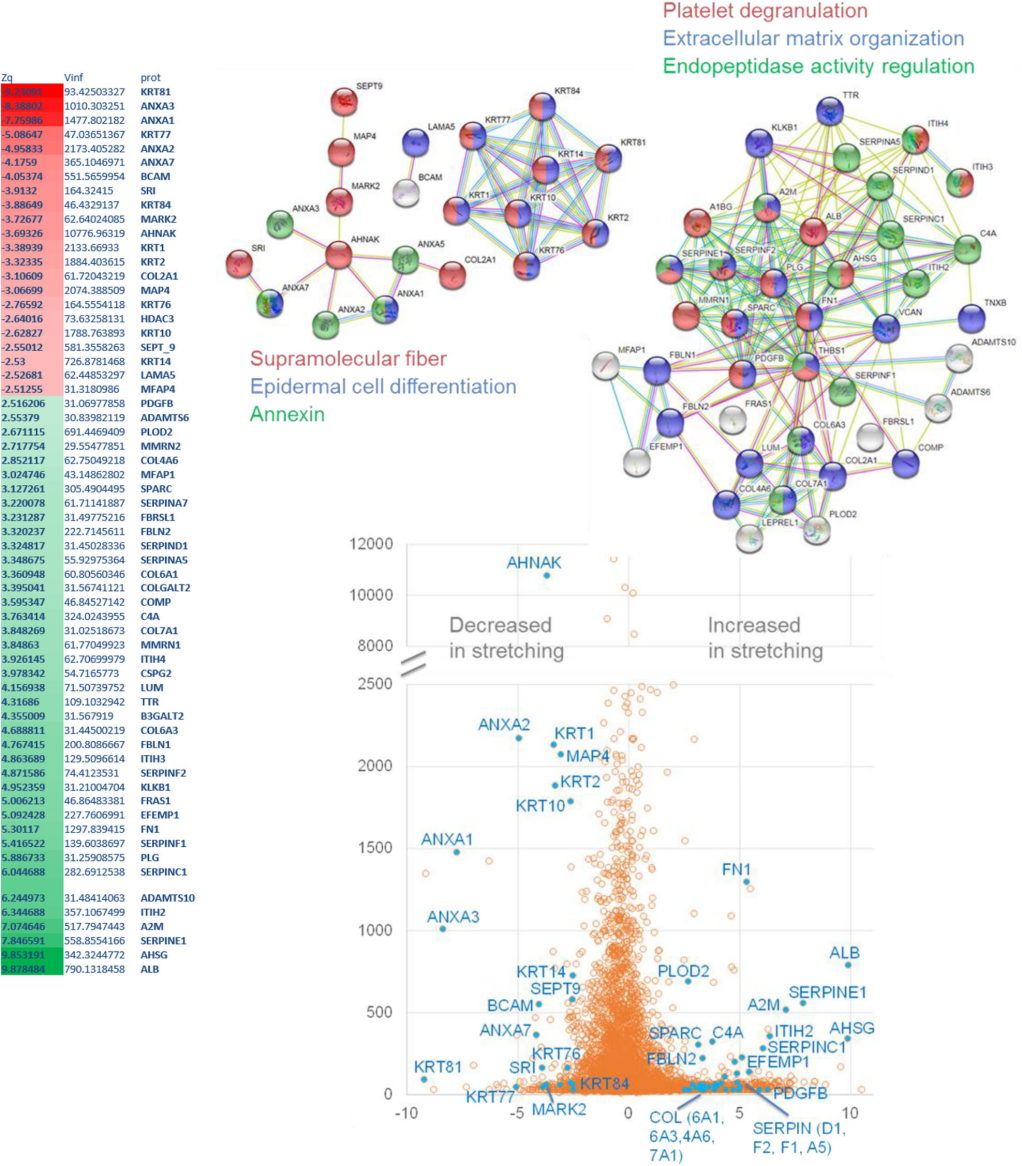
High throughput quantitative proteomics analysis of MeT5A cells exposed to cyclic mechanical stretch for 48 h. Significantly differentially regulated MMT-related proteins are listed in the top left table. Negative Zq values (red) represent a decrease in cells exposed to mechanical stretch as compared to static conditions. Positive Zq values (green) represent an increase in cells exposed to mechanical stretch as compared to static conditions. Top Right, STRING analysis of proteins significantly induced or downregulated and description of functional interactions. Bottom, the points represent distribution of corrected log2 ratios (static/stretch) (Xq-X) of protein quantifications according to their statistical weight (Wq, a parameter that measures the accuracy of protein quantifications, according to the WSPP model (Navarro et al.^44^)).

Taken together, these data support that exposure to cyclic mechanical stretch is sufficient to promote a bona fide MMT and suggest an interplay between biomechanical (YAP/TAZ and CAV1 pathways) and biochemical (TGF-β1 pathway) signals.

### Cooperation between YAP/TAZ-biomechanical and TGF-β1-biochemical pathways during MMT program

The induction of MMT upon exposure to mechanical stretch was confirmed by confocal microscopy experiments. Exposure of MCs to cyclic mechanical stretching for 48 h induced morphological and molecular changes, such as acquisition of a fibroblast-like phenotype and loss of zonula occludens 1 (ZO-1) at cellular junctions. At the same time, a significant increase in SNAI1 nuclear staining and YAP nuclear translocation was observed in stretching conditions (Fig. 4a). Nucleus/cytoplasm separation confirmed the upregulation and nuclear localization of SNAI1, as well as increased nuclear translocation of YAP as a result of mechanical stimulation (Fig. 4b). Of note, we detected partial YAP nuclear translocation in unstimulated cells (Fig. 4a), in accordance with our previous observations on healthy peritoneum (Fig. 1). These data confirm that mechanically induced MMT is associated with an activation of YAP/TAZ and TGFβ1/SNAI1 pathways.

**Fig. 4:**
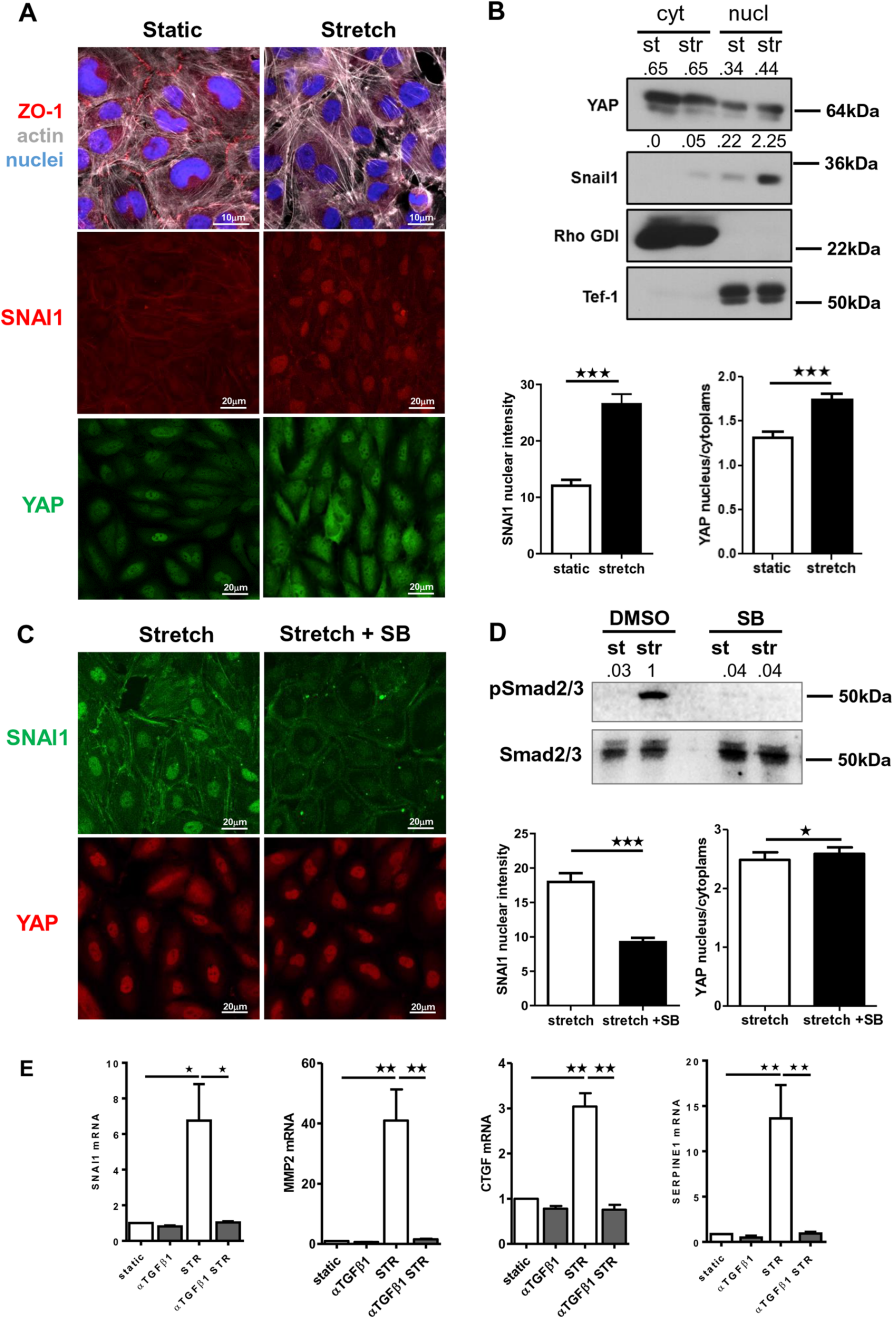
Exposure to cyclic mechanical stretch induces a bona fide MMT. **a** Immunofluorescence of HPMCs exposed for 24 h to a cyclic mechanical stretch or maintained in static conditions. Fixed cells were stained with monoclonal antibodies against ZO-1, SNAI1, YAP, and Alexa-647-conjugated phalloidin. Nuclei were stained with Hoechst. Images are representative of three independent experiments. Right, quantification of nuclear intensity. Histograms show the mean fluorescence intensity of nuclear SNAIl or nuclear/cytoplasmic YAP staining quantified using ImageJ analysis software. Bars represent the mean ± SEM. At least, a total of 150 cells were analyzed per condition. **b** Western blot analysis of YAP and SNAI1 subcellular distribution in HPMCs maintained in static conditions or exposed to cyclic mechanical stretch for 48 h. RHO-GDI and Tef-1 were used as cytosolic and nuclear markers, respectively. Representative experiment of three performed. **c** Left. effect of TGF-β1 inhibition on SNAI1 and YAP expression. MCs were pretreated with SB431542 (5 μM) for 1 h and then left untreated or exposed to mechanical stretch for 24 h. Fixed cells were immunostained for SNAI1 and YAP. Nuclei were stained with Hoechst 33342. **c** Right; quantification of nuclear intensity (for SNAI1) or nuclear/cytoplasmic intensity (for YAP). Histograms show mean fluorescence intensity quantified using the ImageJ software. Bars represent the mean ± SEM. At least, a total of 150 cells were analyzed per condition. **d** Western blot expression of phospho-SMAD2/3 and total SMAD2/3 in HPMCs exposed to cyclic mechanical stretch. Cells were left untreated or pretreated with SB431542 (5μM) for 1 h and then left untreated or exposed to mechanical stretch for 24 h. **e** Quantitative RT-PCR expression analysis of SNAI1, MMP2, CTGF, SERPINE1 in MeT5A cells exposed to cyclic mechanical stretch for 48 h. Cells were left untreated or pretreated with anti-TGF-β1 monoclonal antibody 1D11.16 (100 μg/ml). Quantitative RT-PCR was performed on total RNA. L34 mRNA levels were used for normalization. Bars represent the mean ± SEM of duplicate determinations in four independent experiments.

In order to verify a causal role of TGF-β1 in MMT–like changes induced by mechanical stretch and its implication in the activation of YAP pathway, TGF-β1 activity was inhibited either using SB431542 (a TGF-β receptor (TGFBRI) pharmacological inhibitor) or 1D11.16 (a TGF-β1-blocking monoclonal antibody). Importantly, treatment with SB431542 abolished the induction of SNAI1 upon exposure to mechanical stretching, as well as SMAD2/3 phosphorylation, while inducing a slight increase in YAP nuclear/cytoplasmic localization (Fig. 4c, d). When analyzing the role of TGF-β1 inhibition on target gene expression, we found that both genes dependent on TGF-β pathway (SNAI1 and MMP2) and YAP/TAZ gene targets (CTGF and SERPINE1) were significantly blocked by the 1D11.16 antibody (Fig. 4e).

The functional role of YAP/TAZ was then evaluated by siRNA-mediated knockdown. In accordance with results shown above, YAP/TAZ silencing led to downregulation of its target genes SERPINE1, CTGF, ANKRD1 and CYR61, and a blunting of their induction by exposure to mechanical stretch. Interestingly, TGFβ1 inhibition synergized with YAP/TAZ silencing in inhibiting a subset of genes (SERPINE1 and CTGF) but not ANKRD1 and CYR61, genes whose expression appears to be more dependent of YAP/TAZ activity. Of note, CAV1 expression was dependent of YAP/TAZ (Fig. 5a). Expression changes of CTGF, CAV1 and YAP were confirmed by Western Blot analysis (Fig. 5b).

**Fig. 5:**
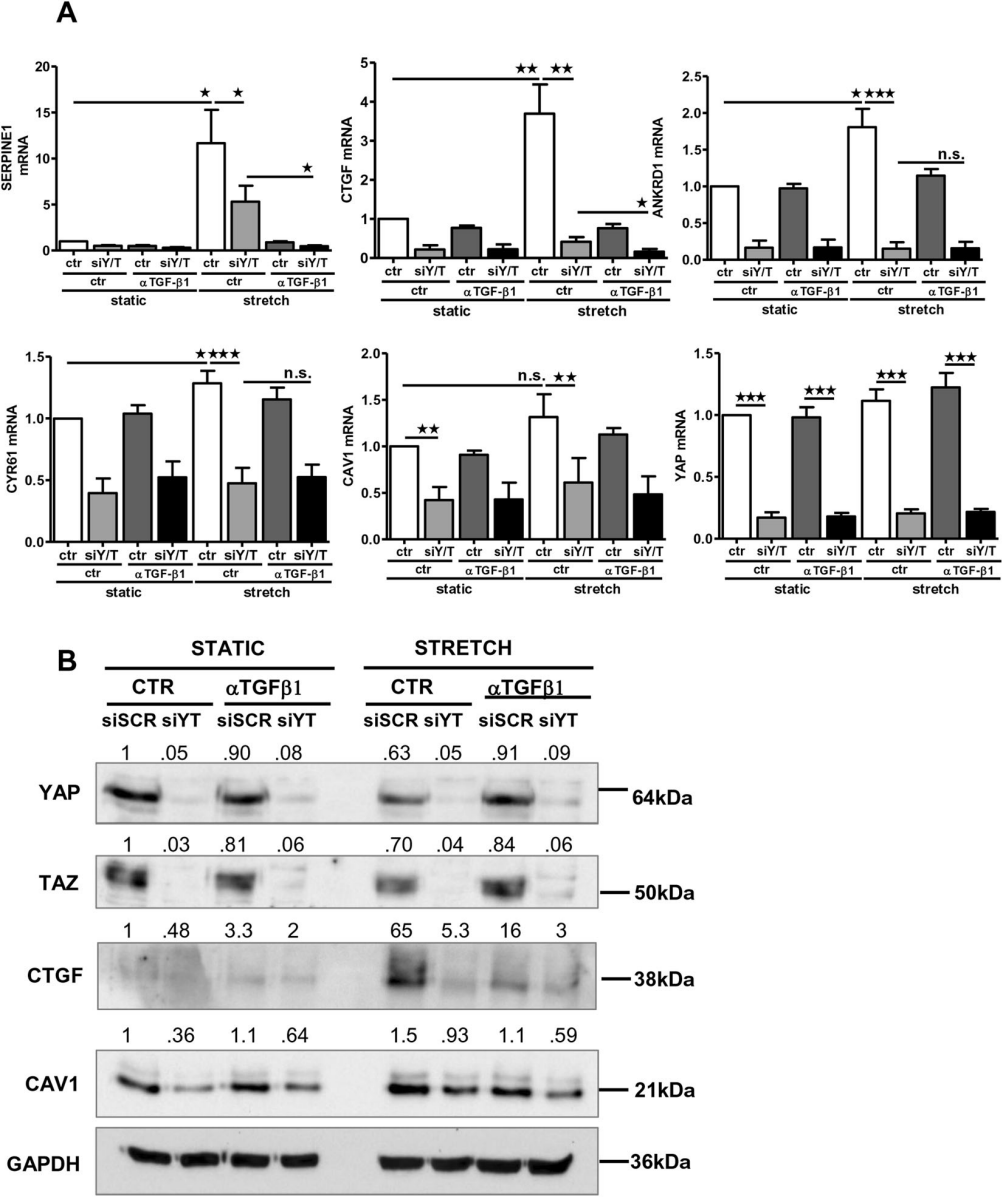
Cooperation between YAP/TAZ and TGF-β1 signaling in the expression of relevant genes for MMT program. **a** qRT-PCR analysis of SERPINE1, CTGF, ANKRD1, CYR61, CAV1 and YAP expression in MeT5A cells exposed to cyclic mechanical stretch for 48 h. Cells were transfected with control or YAP/TAZ-targeting siRNAs. After transfection, cells were left untreated or pretreated with anti-TGFβ1 monoclonal antibody (100 μg/ml) and then exposed to cyclic mechanical stretch for 48 h. Quantitative RT-PCR was performed on total RNA. L34 mRNA levels were used for normalization. Bars represent the mean ± SEM of duplicate determinations in four independent experiments. **b** Cells were treated as in **a**. Western blot analysis was performed on total lysates. GAPDH was detected as a loading control. Data are representative of three independent experiments.

These results demonstrate a direct implication of a TGF-β1-dependent biochemical pathway in mechanically induced MMT, and suggest a cooperation with YAP/TAZ-dependent mechanotransduction for the induction of a bona fide MMT.

### Lack of CAV1 exacerbates changes induced by mechanical stretching through activation of TGF-β1 pathway

CAV1 has recently emerged as a pivotal regulator of YAP/TAZ-dependent mechanotransduction^5,6^. In order to infer a potential role for CAV1 during mechanically induced MMT, RNAseq was performed on primary MCs isolated from WT and CAV1^−/−^ mice upon static or stretching conditions. 

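Primary MCs from 2 WT and 2 CAV1−/− mice were analysed, each mouse giving 1 static culture and 1 culture stretched for 24 h, which makes 8 RNAseq libraries in 4 groups of 2 cultures. The paper gives n = 3 per condition (Fig. 6a). The authors deposited, for 13687 genes, reads per gene normalized by the TMM method of edgeR and given as CPM, the reads per 1000000 reads of the TMM-adjusted library total. Each deposited value is a whole multiple of the value of 1 read in its library, so the reads behind it could be recovered, and 100% of the values came out whole. The recovered totals were 14237503 and 12195970 reads in the static WT cultures and 19631136 and 15861571 in the stretched WT cultures. In CAV1−/− MCs they were 12524295 and 9777738 reads in static culture and 21203938 and 18457188 on stretch. All 4 stretched libraries were deeper than every static library, so library depth followed stretching in this design. A gene with 3 reads, taken as the smallest detectable amount, has between 0.146 and 0.308 TMM-normalized CPM depending on the library, and this floor covers counting error only. The 13665 genes with a value of at least 1 in at least 2 of the 8 libraries were compared by limma on log2(value + 1), with 1 mean per group, no replicate block and Benjamini-Hochberg adjustment. Log2 fold changes are therefore on the log2(value + 1) scale, which understates the change of genes with low values, and they are given as stretch over static or CAV1−/− over WT. Gene lists were compared with all other genes by camera of limma, adjusted over 60 tests (12 lists in 5 comparisons). With 2 cultures against 2, an exact permutation test of a single gene cannot give a two-sided p-value below 0.333.

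Cav1 (ENSMUSG00000007655), the targeted gene, lies on chromosome 6 of GRCm38 from 17306335 to 17341452. It was at 764 and 275 TMM-normalized CPM in the static WT cultures of replicates 1 and 2, and at 570 and 247 in the stretched ones. In CAV1−/− MCs it was at 34.5 and 18.9 in static culture and at 20.0 and 12.8 on stretch, so every CAV1−/− culture was below every WT culture. The log2 fold change was −4.11 without stretch (standard error 0.62, adjusted p = 0.102 from limma) and −4.47 with stretch (standard error 0.62, adjusted p = 0.124 from limma). The same-numbered static cultures of the 2 genotypes, which come from different animals, deviated together from their group means (r = 0.522 across genes), as did the stretched ones (r = 0.484). With the replicate number as a block, the adjusted p-values of Cav1 from limma were 0.00722 without stretch and 0.00453 with stretch. Over the 9 alternative settings they ranged from 0.00722 to 0.236 and from 0.00453 to 0.368.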

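Between static and stretched WT MCs, 0 of the 13665 genes had an adjusted p-value under 0.05 from limma, while 310 had an unadjusted p-value of at most 0.05, 112 of them higher and 198 lower on stretch. Between static and stretched CAV1−/− MCs, 0 genes passed the adjusted threshold and 286 the unadjusted one, 147 higher and 139 lower on stretch. About 683 of the genes tested would pass the unadjusted threshold by chance. The 310 and 286 genes come from a fit that leaves out the pairing by animal, so they do not show that stretch gave less than chance. With the animal as a block (r = 0.703 in WT and 0.850 in CAV1−/− animals) the unadjusted numbers from limma were 1979 and 1824. Between static WT and CAV1−/− MCs, 10 genes passed the adjusted threshold, 1 higher and 9 lower in CAV1−/− MCs, and 1117 passed the unadjusted one, 377 higher and 740 lower. Between stretched WT and CAV1−/− MCs, 8 genes passed the adjusted threshold, 1 higher and 7 lower, and 856 passed the unadjusted one, 334 higher and 522 lower. The static and the stretched comparison shared 7 of the genes called after adjustment.

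Cultures with the same replicate number deviated together from their group means. Across genes the correlation of these deviations was r = 0.703 between the static and stretched cultures of a WT animal, 0.850 between those of a CAV1−/− animal, 0.522 between same-numbered static cultures of the 2 genotypes and 0.484 between the stretched ones. With the replicate number as a block, limma called 0 genes for stretch in WT MCs (1979 at the unadjusted threshold) and 1 in CAV1−/− MCs (1824 at the unadjusted threshold). Between the genotypes the block gave 246 genes without stretch (62 higher and 184 lower in CAV1−/− MCs) and 110 with stretch (27 higher and 83 lower), which include all 10 and all 8 of the genes called without it. On the recovered reads, edgeR's quasi-likelihood test without a block called 0, 0, 2 and 6 genes in the 4 comparisons as listed above (305, 295, 1092 and 882 at the unadjusted threshold), and DESeq2 called 3, 7, 309 and 237. The numbers moved most with edgeR's likelihood-ratio test with the replicate block, a setting chosen after seeing the values, which called 434, 417, 1134 and 906 genes.

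Gm7809 (ENSMUSG00000086869), whose identifier has no match in the GENCODE M21 annotation and so no position here, was the only gene called higher in CAV1−/− MCs. It had 0 reads in both static WT cultures and at most 6 reads in the stretched ones, against 468 to 470 reads in static and 701 to 721 in stretched CAV1−/− cultures, so that the mean of the CAV1−/− cultures was at least 179-fold higher without stretch, against the floor of 3 reads, and 124-fold the value of the higher WT culture with stretch. Its log2 fold change was 5.47 without stretch (standard error 0.20, adjusted p = 0.00166 from limma) and 4.92 with stretch (adjusted p = 0.00312 from limma). Among the genes past the adjusted threshold, the largest falls without stretch were those of Pkhd1l1, Spock2 and Dpp4, in both CAV1−/− cultures relative to both WT cultures. Pkhd1l1 (chromosome 15, 44457494 to 44601369) was at 223 ± 116 TMM-normalized CPM in WT MCs and 8.20 ± 0.41 in CAV1−/− MCs (SD, n = 2), a log2 fold change of −4.50 (standard error 0.39, adjusted p = 0.0398 from limma). Spock2 (chromosome 10, 60106219 to 60135198) was at 73.2 ± 9.61 and 2.92 ± 0.06 (SD, n = 2), a log2 fold change of −4.23 (standard error 0.34, adjusted p = 0.0361 from limma). Dpp4 (chromosome 2, 62330073 to 62412231) was at 132 ± 30.4 and 6.94 ± 0.21 (SD, n = 2), a log2 fold change of −4.05 (standard error 0.38, adjusted p = 0.0465 from limma). With the replicate block the adjusted p-values of these 3 genes from limma were 0.0192, 0.0112 and 0.0178. Their adjusted p-values reached 0.150, 0.0840 and 0.117 under the least favorable of the 9 alternative settings. On stretch the largest falls among the genes past the threshold were those of Dpp4, Pkhd1l1 and Aldh1a1 (chromosome 19, 20492715 to 20643465), with log2 fold changes of −4.76, −4.73 and −4.34 and adjusted p-values of 0.0265, 0.0297 and 0.0247 from limma. Under the least favorable of the 9 alternative settings these adjusted p-values reached 0.279, 0.153 and 0.249. Those of Gm7809 reached 0.0638 without stretch and 0.129 with stretch.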

We identified a total of 174 differentially expressed genes in WT static vs. WT stretch dataset (*p*-value ≤ 0.05); 183 in CAV1^−/−^ static vs. CAV1^−/−^ stretch dataset (*p*-value ≤ 0.05); 1153 dysregulated genes in WT vs. CAV1^−/−^ dataset in static conditions (*p*-value ≤ 0.05) and 989 in WT vs. CAV1^−/−^ dataset upon stretching (*p*-value ≤ 0.05) (Fig. 6a). Stretching-induced bona fide MMT gene signature observed in human RNAseq (Fig. 2) was recapitulated on wild-type mouse MCs, since we observed an enrichment in genes mapping to functional annotation categories related to MMT among gene subsets significantly activated by mechanical stretching. 

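Of the 30 genes that Fig. 2b shows as higher on stretch in human MCs, 29 had values in mouse MCs under the same symbols, with Mmp1a taken for MMP1. In WT MCs 22 of these 29 genes rose on stretch, with a median log2 fold change of 0.23 that was positive in both WT animals (adjusted p = 0.00416 from camera of limma). With the animal as a block (r = 0.703 between static and stretched cultures of a WT animal), the adjusted p-value was 0.000166. Over 9 alternative settings it ranged from 0.000166 to 0.383 and was under 0.05 in 7. The call was lost with fry, a test of the list on its own (adjusted p = 0.383), and with camera when the correlation between genes was estimated from the data (adjusted p = 0.214). Of the 15 genes lower on stretch in human MCs apart from CAV1, 12 had values, 8 of which fell in WT MCs, with a median log2 fold change of −0.14 (adjusted p = 0.345 from camera of limma, 0.289 with the block, 0.173 to 0.658 over the alternatives). The IPA categories themselves were not rerun.

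Single genes did not pass the threshold, and the adjusted p-values from limma of the genes named here were all 1 without the block and between 0.170 and 0.593 with it. Il11 (chromosome 7, 4772373 to 4782859) was at 3.03 ± 1.31 TMM-normalized CPM in static and 8.45 ± 0.46 in stretched WT MCs (SD, n = 2), a log2 fold change of 1.27 (standard error 0.50). Snai1 (log2 fold change 0.37), Tgfb1 (0.33), Mmp2 (0.37), Ctgf (0.16) and Il6 (0.75) were also higher on stretch in both WT animals. Fn1 was lower on stretch in both WT animals (9821 ± 159.8 against 14903 ± 1442 TMM-normalized CPM, SD, n = 2), with a log2 fold change of −0.60 (standard error 0.53). Acta2 (log2 fold change −0.40) and Col1a1 (−0.21) were lower in both WT animals as well.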

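Without stretch, 19 of the 29 mouse genes matched to the human genes that rise on stretch (Fig. 2b) were higher in CAV1−/− than in WT MCs, with a median log2 fold change of 0.32 (adjusted p = 0.0275 from camera of limma). With the replicate number as a block (r = 0.522 between same-numbered static cultures of different animals) the adjusted p-value was 0.00628. It ranged from 0.00628 to 0.243 over 9 alternative settings and was under 0.05 in 5 of them. Of the 12 genes matched to those that fall on stretch in human MCs, 9 were lower in CAV1−/− MCs, with a median log2 fold change of −0.83 (adjusted p = 0.00759 from camera of limma, 0.00936 with the block). This adjusted p-value ranged from 0.000606 to 0.214 and was under 0.05 in 7 of the 9 settings.

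Among mesothelial markers, Krt8 and Lrrn4 passed the threshold for single genes. Krt8 (chromosome 15, 101996698 to 102004482), which encodes a simple epithelial keratin and has an annotated pseudogene with which reads could be shared, was at 242 ± 24.5 TMM-normalized CPM in WT and 37.4 ± 5.43 in CAV1−/− MCs (SD, n = 2). Its log2 fold change was −2.66 (standard error 0.15, adjusted p = 0.0134 from limma, 0.00181 with the block, 0.00181 to 0.0813 over the alternatives). Lrrn4 (chromosome 2, 132868305 to 132880891) was at 416 ± 15.9 in WT and 35.7 ± 15.5 in CAV1−/− MCs (SD, n = 2), a log2 fold change of −3.57 (standard error 0.27, adjusted p = 0.0361 from limma, 0.0112 with the block, 0.0112 to 0.150 over the alternatives). All 12 mesothelial markers with values were lower on average in CAV1−/− MCs, with a median log2 fold change of −2.07. Msln, Wt1 and Krt18 are on this list and among the genes that fall in human MCs, so the 2 results share genes. The mesenchymal genes Snai1 (log2 fold change 0.38, adjusted p = 0.942 from limma, 0.304 with the block, 0.304 to 0.966 over the alternatives), Acta2 (0.33, adjusted p = 0.935, 0.404 with the block, 0.404 to 0.966) and Fn1 (0.19, adjusted p = 0.976, 0.872 with the block, 0.872 to 1.00) did not pass the threshold. Snai1 and Acta2 were higher in the CAV1−/− culture of both same-numbered pairs, and Fn1 in 1 of the 2.

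Leukocyte markers were higher in both cultures of CAV1−/− replicate 1 than in the other 6 cultures, for 12 of 12 markers. In CAV1−/− replicate 2 alone, set against the WT mean, the genes that rise in human MCs had a median log2 difference of 0.21 (18 of 29 higher), those that fall in human MCs −0.83 (9 of 12 lower) and the mesothelial markers −1.92 (11 of 12 lower).

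**Figure D1:**
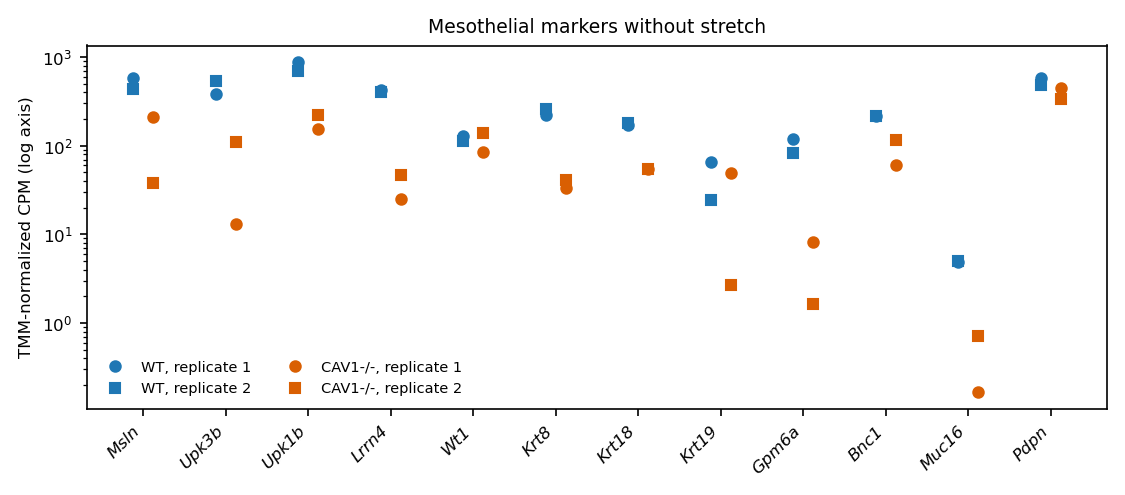
TMM-normalized CPM (log axis) of 12 mesothelial markers in the 2 WT and the 2 CAV1−/− static cultures, 1 point per culture. Krt8 lies at 224 and 259 in WT cultures and at 33.5 and 41.2 in CAV1−/− cultures, while Wt1 and Krt19 overlap between the genotypes.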

Interestingly, non-stretched CAV1^−/−^ MCs comparatively exhibited a mesenchyme-like phenotype, characterized by significant changes in the expression of gene programs enriched in several of those same functional categories. In addition, a significant activation of TGF-β signaling was detected in CAV1^−/−^ MCs under stretching conditions as compared to WT, suggesting that CAV1 exerts a negative regulation of TGF-β1 activation during mechanical stretch (Fig. 6a). Accordingly, a detailed analysis of specific genes showed an exacerbation of stretching-induced MMT gene expression signatures in CAV1^−/−^ MCs as compared to wild type MCs. 

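IPA was not rerun, and TGF-β signaling was read from a list of 36 components and feedback targets of the pathway. The list holds inhibitors such as Smad7 and Ski beside activators. Its median is therefore a change in mRNA level and not a measure of pathway activity, whereas the z-score of the paper predicts the state of the pathway. Under stretch, 25 of the 36 genes were higher in CAV1−/− than in WT MCs, with a median log2 fold change of 0.09 (adjusted p = 0.286 from camera of limma). With the replicate number as a block (r = 0.484 between same-numbered stretched cultures of different animals) the adjusted p-value was 0.102, and over 9 alternative settings it ranged from 0.102 to 0.753. Without stretch, 18 of the 36 genes were higher in CAV1−/− MCs. From static to stretch, 26 of the 36 genes rose in CAV1−/− MCs, with a median log2 fold change of 0.18 over the group means and of 0.17 in either animal (adjusted p = 0.00421 from camera of limma). With the animal as a block (r = 0.850 in CAV1−/− MCs) this adjusted p-value was 0.00213, and it ranged from 0.00213 to 0.496 over the alternatives. In WT MCs 18 of the 36 genes rose on stretch, with a median of −0.02 over the group means and of 0.08 and 0.06 in the WT animals taken singly (adjusted p = 0.561 from camera of limma, 0.633 with the block, r = 0.703, 0.543 to 0.960 over the alternatives), and the median over the group means turned positive (0.0055, 0.0085 and 0.049) with a pseudocount of 5, without genes of a mean under 5 and with quantile normalization. The difference between these responses, tested as the genotype by stretch interaction, had a median of 0.11 on the log2 scale, with 28 of 36 genes rising more or falling less in CAV1−/− MCs (adjusted p = 0.0428 from camera of limma, 0.00936 with the animal as a block). Over the alternatives this adjusted p-value ranged from 0.00936 to 0.612 and was under 0.05 in 6 of 9. After removal of the trend with GC content and gene length the median was 0.045, so a bias by either is not excluded.

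Tgfb1 (chromosome 7, 25687002 to 25705077) was at 85.5 ± 27.5 TMM-normalized CPM in stretched WT MCs and 104 ± 19.9 in stretched CAV1−/− MCs (SD, n = 2), a log2 fold change of 0.31 (standard error 0.28, adjusted p = 0.980 from limma, 0.613 with the block). Ctgf (chromosome 10, 24595442 to 24598683) was at 1203 ± 31.8 and 1019 ± 429 (SD, n = 2), a log2 fold change of −0.31 (standard error 0.43, adjusted p = 1.00 from limma, 0.742 with the block). Tgfb1 was higher in the CAV1−/− culture of both same-numbered stretched pairs, and Ctgf in 1 of the 2. The adjusted p-values ranged from 0.613 to 1.00 for Tgfb1 and from 0.742 to 1.00 for Ctgf over the alternatives. From the IPA result for TGF-β signaling in stretched CAV1−/− relative to WT MCs, the paper proposes that CAV1 negatively regulates TGF-β1 activation during mechanical stretch. It further reports that CAV1 knockdown in human MeT5A cells raised expression of TGF-β1 and TGFBR1. Phospho-SMAD3 staining was also higher in the peritoneum of CAV1−/− than of WT mice in the paper. These experiments were not analysed here.

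**Figure D2:**
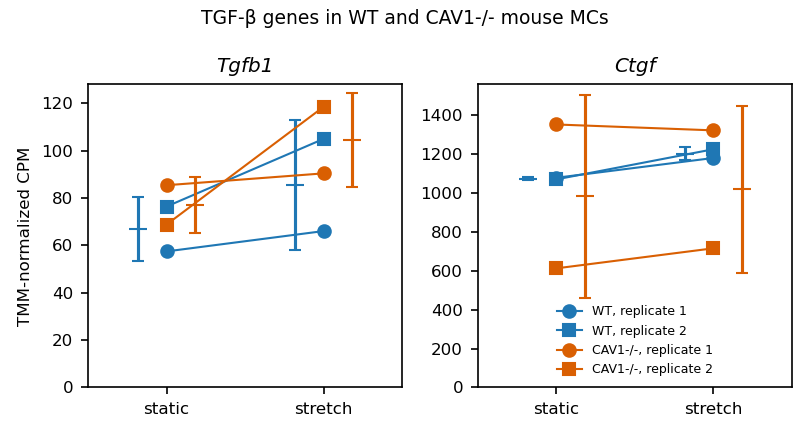
TMM-normalized CPM of Tgfb1 and Ctgf in static and stretched WT and CAV1−/− MCs, 1 point per culture, with a line joining the 2 cultures of an animal. Short horizontal bars with error bars are the group mean ± SD (n = 2). In stretched cultures Tgfb1 lies at 66.0 and 105 in WT and at 90.4 and 119 in CAV1−/− MCs.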

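Whether stretch acted more strongly in CAV1−/− than in WT MCs was tested as the genotype by stretch interaction. No gene passed the adjusted threshold (0 of 13665 from limma), and 66 had an unadjusted p-value of at most 0.05. With the animal as a block (r = 0.703 in WT and 0.850 in CAV1−/− animals) these numbers were 0 and 581. For the genes that rise on stretch in human MCs, 15 of 29 rose more in CAV1−/− MCs, and the median of the interaction was 0.01 on the log2 scale (adjusted p = 0.933 from camera of limma, 0.751 with the block, 0.751 to 0.991 over 9 alternatives). Their median change on stretch was 0.22 and 0.18 in the WT animals and 0.08 and 0.27 in the CAV1−/− animals. The interaction median changed sign with median-of-ratios rescaling (−0.0071) and with quantile normalization (−0.0041). For the genes that fall on stretch in human MCs the interaction median was −0.0024, with 6 of 12 genes on either side (adjusted p = 0.944 from camera of limma, 0.973 with the block, 0.857 to 0.979 over the alternatives), and it was 0.018 with a pseudocount of 5 and 0.026 without genes of a mean under 5.

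Of 19 collagen genes with values, 15 fell on stretch in WT MCs, with a median log2 fold change of −0.28 (adjusted p = 0.152 from camera of limma). In CAV1−/− MCs the median was 0.013 over the group means but −0.042 and −0.052 in the animals taken singly, against −0.40 and −0.18 in the WT animals. The interaction had a median of 0.23, with 14 of 19 genes higher (adjusted p = 0.348 from camera of limma). When the animal was a block the adjusted p-values were 0.00936 in WT MCs and 0.00708 for the interaction. Over 9 alternatives they ranged from 0.00936 to 0.832 and from 0.00708 to 0.960, and the block was the only one of the 9 under 0.05 in either case.

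Among single genes, Il11 rose by 1.60 on the log2 scale in CAV1−/− MCs, an interaction of 0.33 (standard error 0.71). Tgfb1 rose by 0.43 (interaction 0.10, standard error 0.39), Snai1 by 0.32 (interaction −0.05, standard error 0.92) and Ctgf by 0.10 (interaction −0.07, standard error 0.61). The interaction of Ctgf was 0.016 with quantile normalization. None of these interactions exceeded its standard error.

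In level rather than in response, 21 of the 29 genes that rise in human MCs were higher in stretched CAV1−/− than in stretched WT MCs, with a median log2 fold change of 0.33 (adjusted p = 0.0153 from camera of limma, 0.00214 with the replicate block, r = 0.484). It ranged from 0.00214 to 0.243 over the alternatives. Of the 12 genes that fall in human MCs, 11 were lower, with a median log2 fold change of −0.49 (adjusted p = 0.00416 from camera of limma, 0.00213 with the block, 0.000386 to 0.214 over the alternatives).

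**Figure D3:**
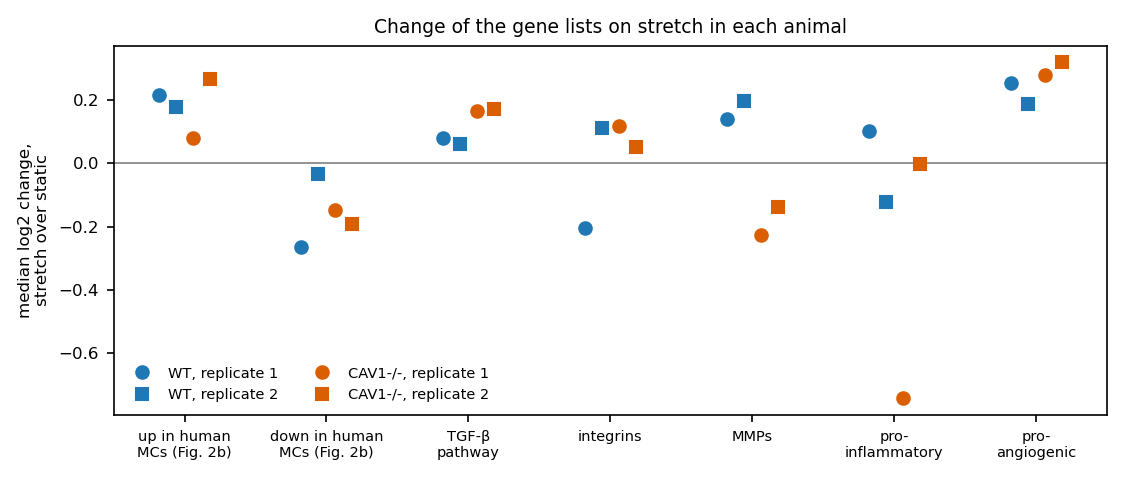
Median log2 change on stretch of the genes of 7 lists, 1 point per animal, for the 2 WT and the 2 CAV1−/− animals. The genes that rise in human MCs lie above 0 in all 4 animals, and the MMP list lies above 0 in the WT animals and below 0 in the CAV1−/− animals.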

Network analysis identified CAV1 and TGF-β1 as central nodes onto which modules enriched in integrins and MMPs, and proinflammatory and proangiogenic mediators, respectively, converge (Suppl. Fig. 4 and Supplemnetary Table 4).

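The IPA network was not rebuilt, and the modules it names were read from lists of integrin, MMP, proinflammatory and proangiogenic genes. Of 23 integrin genes with values, 14 were higher in CAV1−/− than in WT MCs without stretch (median log2 fold change 0.11, adjusted p = 0.447 from camera of limma, 0.415 with the replicate block, 0.415 to 0.920 over 9 alternative settings) and 13 with stretch (median 0.23, adjusted p = 0.366, 0.205 with the block, 0.205 to 0.799 over the alternatives). The block pairs same-numbered cultures of different animals (r = 0.522 in static and 0.484 in stretched culture). Of 15 MMP genes, 12 were higher in CAV1−/− MCs without stretch, with a median log2 fold change of 0.92 (adjusted p = 0.000331 from camera of limma, 0.000166 with the block, 0.000166 to 0.214 over the alternatives). With stretch 11 were higher, with a median of 0.30 (adjusted p = 0.0211 from camera of limma, 0.00936 with the block, 0.00936 to 0.214 over the alternatives). Of 21 proinflammatory genes, 19 were higher in CAV1−/− MCs without stretch, with a median log2 fold change of 1.197 (adjusted p = 1.89e-07 from camera of limma, 4.09e-06 with the block, 1.86e-07 to 0.214 over the alternatives). With stretch 19 were higher as well, with a median of 0.88 (adjusted p = 5.24e-05 from camera of limma, 0.000166 with the block, 3.01e-05 to 0.214 over the alternatives). For the MMP and proinflammatory lists, camera with the correlation between genes estimated from the data gave an adjusted p of 0.214 in each of these 4 comparisons, and fry gave 0.0532 and 0.0899 for MMPs and 0.0762 and 0.174 for proinflammatory genes. Of 20 proangiogenic genes, 11 were higher in stretched CAV1−/− MCs, with a median log2 fold change of 0.08 (adjusted p = 0.917 from camera of limma, 0.972 with the block, 0.790 to 0.972 over the alternatives) that was −0.13 without genes of a mean under 5. From static to stretch the proangiogenic list rose in all 4 animals, with 15 of 20 genes higher in WT MCs (median log2 fold change 0.26, adjusted p = 0.282 from camera of limma) and 16 of 20 in CAV1−/− MCs (median 0.28, adjusted p = 0.140). With the animal as a block (r = 0.703 in WT and 0.850 in CAV1−/− animals) the adjusted p-values were 0.0230 and 0.00936, and over the alternatives they ranged from 0.0230 to 0.700 and from 0.00936 to 0.422. The proinflammatory list fell on stretch in CAV1−/− MCs, with 16 of 21 genes lower and a median log2 fold change of −0.52 (adjusted p = 0.0495 from camera of limma, 0.00936 with the animal as a block, 0.00936 to 0.612 over the alternatives). It was under 0.05 in 4 of the 9 alternatives, and CAV1−/− replicate 1 carried most of the fall.

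Il6 (chromosome 5, 30013114 to 30019981) was at 1.99 ± 0.73 TMM-normalized CPM in static WT MCs and 49.4 ± 29.1 in static CAV1−/− MCs (SD, n = 2). Its log2 fold change was 3.97 (standard error 1.00, adjusted p = 0.295 from limma, 0.0879 with the block, 0.0879 to 0.411 over the alternatives), and both CAV1−/− cultures were above both WT cultures. Leukocyte transcripts were high in CAV1−/− replicate 1, and in static CAV1−/− replicate 2 they were higher than in WT replicate 2 for 11 of 12 markers. In CAV1−/− replicate 2 alone, set against the static WT mean, 19 of 21 proinflammatory genes were higher (median log2 difference 1.02) and 13 of 15 MMP genes were higher (median 1.09).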

**Fig. 6:**
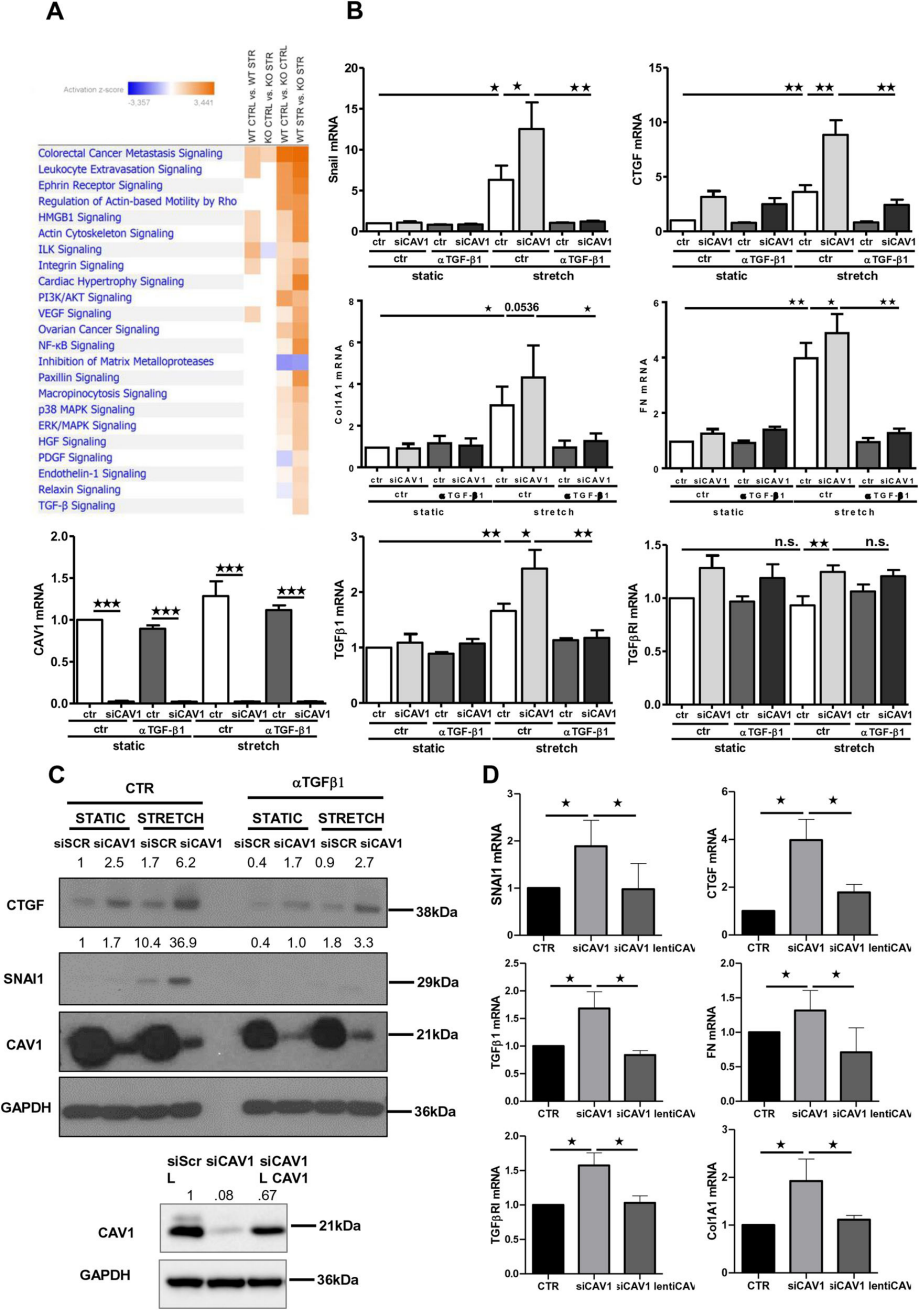
MMT-like phenotype in CAV1-deficient mouse and human MCs upon exposure to mechanical stretch is dependent on endogenous TGF-β1 production. **a** Comparative view of IPA enrichment results after RNA-sequencing analysis of primary mouse MCs isolated from WT and CAV1^−/−^ mice, upon static (*n* = 3) or stretching conditions (*n* = 3) for 24 h. The heatmap presents z-score values for WT control vs. WT stretch, KO control vs. KO stretch, WT control vs. KO control and WT stretch vs. KO stretch. Orange and blue colors, representing positive and negative z-scores, respectively, indicate the predicted state in the first vs. the second condition. *p*-values were corrected with the Benjamini–Hochberg method. **b** qRT-PCR analysis of SNAI1, CTGF, FN, Col1A1, TGFβ1, TGFBR1 and CAV1 expression in MeT5A cells exposed to cyclic mechanical stretch for 48 h. Cells were transfected with control or CAV1-targeting siRNAs. After transfection, cells were left untreated or pretreated with α-TGFβ1 (100 μg/ml) and then cells exposed to cyclic mechanical stretch for 48 h. Quantitative RT-PCR was performed on total RNA. L34 mRNA levels were used for normalization. Bars represent the mean ± SEM of duplicate determinations in four independent experiments. **C** MCs were treated as in **a**. Western blot analysis was performed on total lysates. GAPDH was detected as a loading control. Data are representative of three independent experiments. **d** qRT-PCR analysis of SNAI1, CTGF, FN, Col1A1, TGFβ1, and TGFBR1 expression in MeT5A cells. Cells were first transfected with control (siScr) or CAV1-targeting siRNA (siCAV1) and exposed to mechanical stretch for 48 h. Cells were then infected with control (L) or lentivirally encoded CAV1 (L CAV1) and maintained under mechanical stretch for other 48 h. Bars represent mean ± SEM in five independent experiments. CAV1 expression by WB is shown in the left. GAPDH was detected as a loading control.

To explore the roles of CAV1 and TGF-β1 during mechanical stretch-induced MMT in a human experimental model, CAV1 was knocked-down with a specific siRNA in human MCs. CAV1 depletion led to a significant increase of the expression of mesenchymal genes, such as SNAI1 and CTGF, as well as ECM genes, FN and COL1A1, upon exposure to stretching (Fig. 6b). The use of two additional specific sequences led to similar statistically significant changes (Supplementary Fig. 5). Expression changes of SNAI1 and CTGF were further confirmed by WB analysis (Fig. 6c). Additionally, CAV1 depletion upregulated the expression of both TGF-β1 and TGFΒR1. Importantly, the induction of mesenchymal genes associated with CAV1 depletion during exposure to mechanical stretch was dependent on TGF-β1 signaling, since it was significantly reduced by the anti-TGF-β1 monoclonal antibody 1D11.16 (Fig. 6d).

Taken together, these results indicate that CAV1 deficiency positively regulates MMT induction upon exposure to mechanical stretching, at least in part through hyperactivation of the TGF-β1 pathway.

### CAV1^−/−^ mice show increased MMT and peritoneal adhesion formation

To study the implication of CAV1 in a mechanically induced peritoneal pathology, we induced the formation of PAs based on peritoneum ligation, taking advantage of an IB-based mouse model previously described^26^. Peritoneum ligation induced a rapid development of PAs, whose severity in terms of grade and tenacity was significantly increased in CAV1^−/−^ as compared to WT mice (Fig. 7a). Accordingly, immunofluorescence images depict pan-cytokeratin staining confined to a mainly preserved MC monolayer in an IB adjacent area of a WT mouse, while an increased submesothelial co-staining of both pan-cytokeratin and FSP-1 (a fibroblast marker) was found in adhesion zones of CAV1^−/−^ mice (Fig. 7b). Moreover, MMT was monitored by immunohistochemical analysis of IB serial sections for pan-cytokeratin and α-SMA (a marker of myofibroblast conversion). Peritoneal tissues from CAV1^−/−^ mice showed a significant increase in double-positive submesothelial areas compared to WT mice (Fig. 7c), as well as increase in phospho-SMAD3 and YAP staining (Fig. 7d, e). These results support a role of CAV1 as a key regulator of mechanically induced MMT and fibrosis induction during PA formation.

**Fig. 7:**
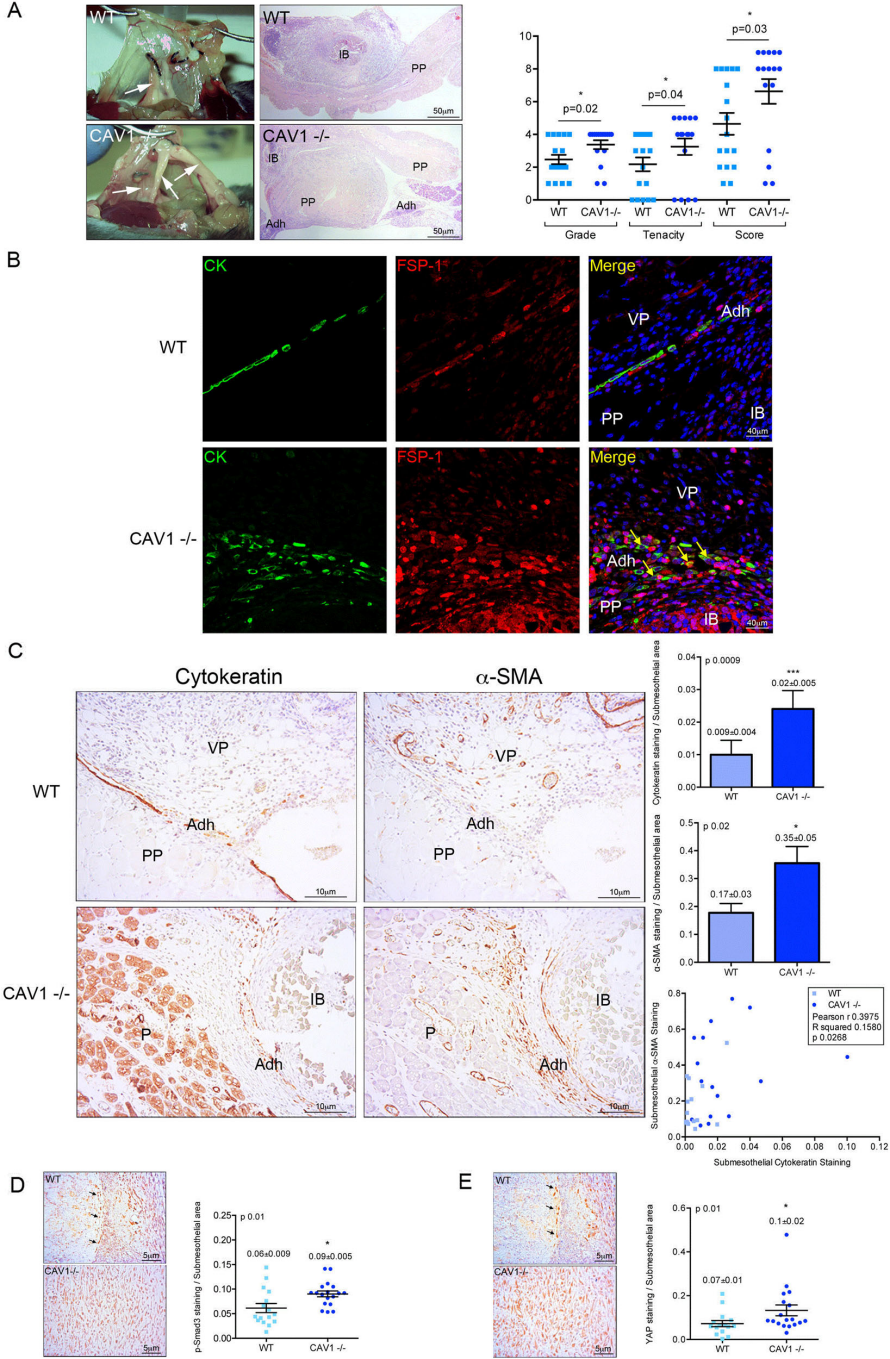
Exacerbated MMT and adhesion formation in a CAV1^−/−^ mouse model. **a** Upper left picture shows three IBs in a WT mouse. Arrow points to one adhesion scored as 6 (grade 2; tenacity 4). Lower left picture shows three adhesions (arrows) in a CAV1^−/−^ mouse scored as 6 (left; grade 2; tenacity 4), 7 (middle; grade 3; tenacity 4) and 9 (right; grade 4; tenacity 5), respectively. Upper right Haematoxylin&Eosin (H&E) image shows an IB without adhesion formation in a WT mouse. Lower right H&E image shows a parietal IB adhered to pancreas in a CAV1^−/−^ mouse. Quantification of adhesions shows significant differences between WT and CAV1^−/−^ mice. **b** Parietal tissues adjacent to IB areas were analyzed by double immunofluorescence for pan-cytokeratin (green) and FSP-1 (red). A representative picture of a WT mouse shows a mainly preserved MC monolayer in an IB adjacent area. Below, a representative image of a CAV1^−/−^ mouse shows double pan-cytokeratin/FSP-1 positive fibroblasts accumulated in the submesothelial zone of an adhesion. Nuclear 4′,6-diamidino-2-fenilindol (DAPI) is represented in blue. **c** Serial sections corresponding to IB areas were analyzed by immunohistochemistry for pan-cytokeratin and α-SMA. Representative pictures of a WT mouse show a preserved MC monolayer (pan-cytokeratin positive; α-SMA negative) in the adhesion zone. Serial tissue sections of a CAV1^−/−^ mouse show a severe adhesion area formed between parietal peritoneum and pancreatic tissue. Double pan-cytokeratin/α-SMA positive MCs are located into the submesothelial zone. Right graphics show submesothelial pan-cytokeratin and α-SMA staining quantifications. Submesothelial staining for pan-cytokeratin and α-SMA were significantly increased in CAV1^−/−^ compared to WT mice. Lower graphic shows a significant correlation between submesothelial pan-cytokeratin and α-SMA stains. **d** Peritoneal tissues were analyzed for phospho-Smad3 immunohistochemical staining, showing a significant increase of submesothelial positive areas in CAV1^−/−^ as compared to WT mice. **e** Similarly, YAP staining was significantly increased in submesothelial zones of CAV1^−/−^ as compared to WT mice. Graphic bars represent the mean ± SEM. Arrows point to the adhesion zone. IB ischemic button, PP parietal peritoneum, Adh adhesion, VP visceral peritoneum, P pancreas.

## Discussion

Due to its anatomical conformation and localization, the peritoneum is continuously exposed to biomechanical forces, such as those caused by diaphragm respiratory movements, physiological abdominal pressure or peristaltic movements. Abnormal mechanical cues may be originated by medical activities such as PD practice, due to increased abdominal pressure exerted by the large volumes (~2 L) of dialysis fluid infused into the peritoneal cavity of patients^49^. Interestingly, previous reports linked volume stress due to PD treatment to the production of endothelin-1, a vasoconstrictor peptide and transcriptional target of TGF-β1^50,51^. Other mechanical perturbations may arise from the trauma of the peritoneal membrane after abdominal laparotomies^26^. More recently, the accumulation of large volumes of ascitic fluid in patients with peritoneal carcinomatosis was linked to alterations of mechanical properties in the peritoneum^52^. Thus, although the hypothesis of a causal link between exposure to abnormal biomechanical forces and deveolpment of peritoneal fibrosis is coherent with reported indirect evidence, it has been scarcely explored experimentally so far.

Here, we demonstrate that exposure of peritoneal MCs to cyclic mechanical stretch is sufficient per se to induce a robust MMT phenotype. RNAseq and quantitative proteomics reveal mechanically induced activation of MMT, resembling previously described mesenchymal gene expression signatures in MCs associated with PD, peritoneal metastasis and experimental stimulation with TGF-β1 of primary MCs^27,39,46,53^. Accordingly, increasing evidence from mouse models and patient biopsies points to MMT as a major component of the development of post-surgical adhesions^4,26^. Mechanical stretching induces EMT in renal tubular epithelial cells, in lung epithelium and in keratinocytes^21–23^. However, mechanistic understanding at a molecular level of these relationships was limited and warranted the use of unbiased high-throughput techniques. To our knowledge, this is the first extensive characterization of MMT induction upon exposure to mechanical stretch.

Transcriptomic analysis revealed the upregulation of a TGF-β1 signaling signature in MCs exposed to mechanical stretch. When analyzing the functional contribution of TGF-β signaling, we found that MMT-compatible morphological changes and MMT-related genes including SNAI1, MMP2 and TGF-β1, were TGF-β signaling dependent. In fact, blocking TGF-β signaling was an efficient means to intervene MMT in a mouse model of PAs^26^. Importantly, the role of TGF-β1 signaling in mechanically induced EMT is likely cell type-specific, since it has been reported irrelevant in the progression of mechanically induced EMT in alveolar epithelial cells^21^.

YAP nuclear translocation depends on multiple factors, including extracellular factors, cell context parameters (i.e. local confluence) and substrate stiffness^13^. In our studies, exposure to mechanical stretch led to nuclear translocation of YAP and the modulation of the expression of both Hippo-YAP/TAZ network nodes and YAP transcriptional targets. In our in vitro experimental system, YAP was partially expressed in the nucleus in static conditions. This is in accordance with the basal nuclear staining observed in the mesothelial monolayer of healthy peritoneal human biopsies. It is conceivable that physiological cues, including mechanical stimuli such as physiological peristalsis, underpin this moderate basal activation of YAP. YAP/TAZ activation has already demonstrated to be causative to organ fibrosis in various organs, including kidney and lung and a cross talk between YAP/TAZ and TGF-β1 pathways has been described^11,54–58^. However, no reports to date have demonstrated a role of YAP/TAZ in the genesis of peritoneum fibrosis.

Our results also demonstrate that YAP/TAZ and TGF-β1 cooperate during mechanically induced MMT to regulate the expression of different subsets of genes. Expression of SERPINE1 and CTGF required both TGF-β1 and biomechanical pathways, whereas other genes, such as CYR61 and ANKRD1 seem to be mainly dependent on YAP/TAZ activity. Zanconato et al. demonstrated in static conditions the relevance of the association of YAP/TAZ/TEAD with AP-1 (whose activation may depend, at least in part, on TGF-β1 signaling) in driving cell growth^59^. According to these data, SMAD3 (a main TGF-β1 effector) has been demonstrated to interact with YAP, enhancing further trans-activation of the CTGF promoter^46^. Importantly, nuclear translocation of YAP by mechanical stimulation was largely refractary to the efficient blockade of TGF-β1 signaling, clearly demonstrating that TGF-β1 signaling does not directly impact mechanosensing upstream the YAP/TAZ system, but feeds onto the control of the transcriptional output of YAP/TAZ. Overall, this experimental evidence led us to elaborate a picture where: (i) Mechanical cues are transduced into mechanotransduction pathways, including YAP/TAZ pathway; (ii) Mechanical pathways lead to enhanced TGF-β expression/activity; and (iii) biomechanical and biochemical pathways cooperate during MMT induction (Fig. 8).

**Fig. 8:**
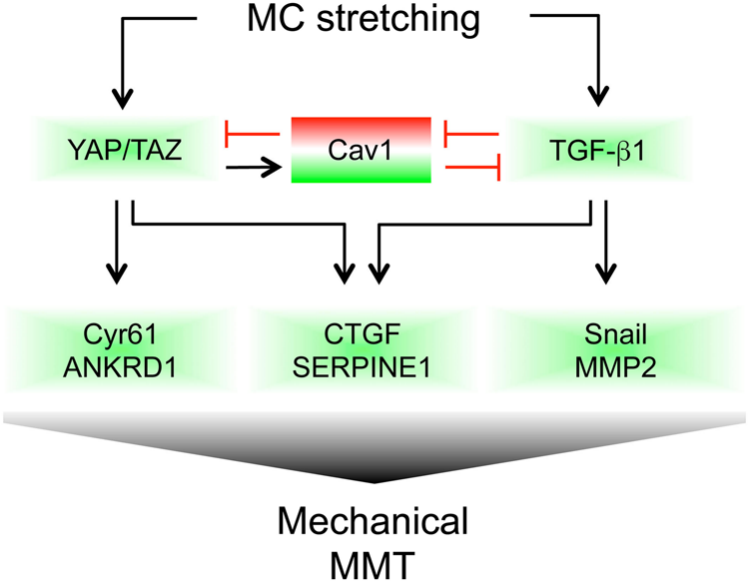
Interplay between TGF-β1 autocrine production and YAP/CAV1 activities mediates MMT induction and fibrosis upon exposure to cyclic mechanical stretch. Exposure to mechanical stretch promotes the activation of signaling pathways leading to increased TGF**-**β1 expression and induction of a MMT program. YAP/TAZ cooperates with TGF**-**β1 signaling in promoting the expression of genes involved in MMT induction such as CTGF, SERPINE1, ANKRD1, CYR61, SNAI1. YAP/TAZ supports also the expression of CAV1, which limits excessive MMT induction. Prolonged exposure to TGF**-**β1 downregulates CAV1 expression. In CAV1-silenced cells, TGF**-**β1 signaling is hyperactivated and YAP/TAZ specific genes are induced.

Interestingly, YAP was found to promote CAV1 expression during mechanical stretch. Our data linking CAV1 expression to YAP/TAZ activation are in agreement with a recent study demonstrating a direct binding of TEAD1 to CAV1 promoter^5^. We have previously demonstrated that CAV1 plays a role in maintaining the peritoneal homeostasis and its deficiency promotes MMT and fibrosis of the peritoneum during PD^12^. Herein, we found that CAV1-silenced MCs exposed to mechanical stretch show an exarcerbated dysregulation of MMT-related genes, a condition mainly characterized by a hyperactivation of TGF-β1 signaling. However, CAV1-dependent, TGF-β1 independent pathways promoting fibrosis cannot be excluded. The role of CAV1 in EMT appears to be cell/tissue specific, or stage/specific in tumours, since in other experimental systems CAV1 may in fact promote cellular EMT and invasion^8,60^. The synergism between CAV1 silencing and mechanical regulation of MMT-related genes, such as SNAI1 and CTGF, could be dependent on the activation of TGF-β1 pathway, since MMT features were strongly reduced upon exposure to a specific anti-TGF-β1 blocking monoclonal antibody. Mechanistically, our data showing a transcriptional regulation of TGF-β1 and TGFBRI expression by CAV1 deficiency may integrate previous reports dealing on the regulation of TGF-β1 signaling by CAV1-mediated endocytosis of TGFBRI^61,62^. Our experimental evidence suggests that CAV1 expression limits activation of profibrotic YAP target genes during MMT. CAV1/YAP interplay seems cell specific since evidence in other experimental systems clearly demonstrate that CAV1 positively regulates YAP^6^. It is unclear how CAV1 limits YAP activity in our experimental conditions. A role is played by the high levels of TGF-β1 production by MCs and by their high sensitivity to TGF-β. 

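In the RNAseq of mouse MCs, Tgfbr1 (ENSMUSG00000007613, chromosome 4 of GRCm38, 47353222 to 47414931) was at 29.6 and 57.2 TMM-normalized CPM in the static WT cultures of replicates 1 and 2 and at 53.9 and 92.9 in the static CAV1−/− cultures. On stretch it was at 34.1 and 65.1 in WT and at 56.8 and 117 in CAV1−/− cultures, so the groups overlapped in both conditions. The log2 fold change of CAV1−/− over WT was 0.77 without stretch (standard error 0.53, adjusted p = 0.822 from limma) and 0.78 with stretch (adjusted p = 0.958 from limma). Same-numbered cultures, which are different animals, deviated together (r = 0.522 in static and 0.484 in stretched culture), and Tgfbr1 was higher in the CAV1−/− culture of each same-numbered pair. With the replicate number as a block its standard error was 0.10 and its adjusted p-values from limma were 0.0344 without stretch and 0.0485 with stretch. Over the 9 alternative settings the adjusted p-values ranged from 0.0344 to 0.843 and from 0.0485 to 1.00. With each culture left out in turn, the log2 fold change stayed between 0.30 and 1.23 without stretch and between 0.26 and 1.29 with stretch.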

Interestingly, we found that TGFBRI expression is increased in CAV1-silenced and in CAV1^−/−^ MCs. In these conditions, enhanced TGF-β1 signalling may cooperate with YAP/TAZ in the transcriptional regulation of specific targets. Moreover, the alteration of cell junctions during MMT induced in the absence of CAV1 may play a role in favouring YAP nuclear translocation and activity, similarly to what was reported for other EMT experimental systems^58^.Overall, these data support the hypothesis of a negative feedback exerted by CAV1 in the process of mechanical MMT. In this condition, mechanical stretch-induced YAP activity promotes MMT-related changes, as well as CAV1 expression, which in turn exert a protective role over excessive TGF-β1 signaling. Interestingly, a prolonged activation of the TGF-β1 signaling may induce CAV1 downregulation, leading to an imbalance of this feedback regulation and promoting peritoneal fibrosis (Fig. 8).

Intra-abdominal adhesions are fibrous bands that tether organs to one another or to the parietal peritoneal wall, leading to a significant cause of post-surgical morbidity and posing a major public health challenge^63^. Their primary sequelae include bowel obstruction, female infertility, ectopic gestation, chronic abdominal and pelvic pain, poor quality of life, and death^64,65^. It is estimated that ~93% of patients undergoing abdominal surgery develop adhesions and ~20% require re-hospitalization. Our results confirm a role of MMT in PA formation as previously suggested^4,26^. MMT induction is particularly evident in the peritoneum of CAV1^−/−^ mice, in which transdifferentiated MCs appear as a major population invading the submesothelial stroma. In light of the data obtained from in vitro experiments, these results support a role of mechanical forces as an important driver of PA formation. Therefore, it is tempting to speculate that whereas biomechanical signals may be rather secondary in MMT during chronic peritoneal injuries (e.g. PD treatment), these stimuli could play a principal role in MMT during acute peritoneal damage (e.g. that occurring during abdominal surgery-related trauma). Nevertheless, the use of an IB mouse model to generate PAs limits the possibility of establishing a hierarchy of the different pathogenic forces implicated; besides the mechanical tension induced by IB ligation, hypoxia and coagulation may also play a role in the formation of the fibrotic response^4^.

In conclusion, our data reveal that exposure of the peritoneum to mechanical forces triggers a robust MMT response, in which the induction of biomechanical pathways cooperates with pathways induced by biochemical extracellular mediators, such as TGF-β1. Moreover, we elucidated complex peritoneal homeostatic responses elicited by the involvement of both CAV1 and YAP/TAZ pathway. Interfering MMT induced by mechanical injury may impact on the design of novel therapeutic opportunities to effectively prevent this pathological condition.

## Supplementary information

Supplementary figure and table legends

Supplementary figure 1

Supplementary figure 2

Supplementary figure 3

Supplementary figure 4

Supplementary figure 5

Supplementary figure 6

Supplementary figure 7

Supplementary table 1.

Supplementary table 2

Supplementary table 3

Supplementary table 4

# Supplementary material for: Caveolin1 and YAP drive mechanically induced mesothelial to mesenchymal transition and fibrosis
**Source:** Cell Death Dis. 2020 Aug 3;11(8):647. doi: 10.1038/s41419-020-02822-1
**Supplement:** Supplementary file 1 — Supplementary figure and table legends

**Supplementary Figures**

**Suppl. Fig. 1** HPMC purity was determinated by FACS analysis of podoplanin expression as standard mesothelial marker, and by ruling out any contamination with macrophages (CD45 positive cells).

**Suppl. Fig. 2** Gene Set Enrichment Analysis of HPMCs in stretching and static conditions. GSEA was applied to analyze the comparative transcriptomic profile of human peritoneal mesothelial cells in stretching and static conditions. **A.** GSEA plots for six selected gene sets, included in MSigDB databases "Oncogenic Signatures", "Chemical and Genetic Perturbations", "Reactome", and "Cellular Component Gene Ontology", annotated with normalized enrichment score (NES) and false discovery rate (FDR). Black vertical lines indicate the position of genes from each gene set along a list of 14374 genes ranked by logFC, represented by the red to blue gradient. Green curves represent the distribution of gene set genes along the ranked list. Positive or negative NES values indicate a relative accumulation of genes with positive or negative logFC, respectively, in stretching conditions relative to static. FDR values lower than 0.25 are taken as significant, in the context of GSEA. **B**. GSEA analysis for IPA derived gene sets. The left side of the panel represents genes with Cav1-dependent transcription or expression, derived from the literature, according to IPA knowledgebase. Positively and negatively regulated genes, represented with orange and blue symbols, respectively, were used to define two gene sets: CAV1_POS_REG and CAV1_NEG_REG. GSEA was then used to determine whether any of the two gene sets was enriched among genes up-regulated or down-regulated upon stretching. GSEA results, presented in the middle and right sections of the panel, indicated that Cav1 negatively regulated genes are enriched among the genes that are up-regulated upon stretching and that enrichment for CAV1_NEG_REG is significant (NES = 1.59; FDR = 0.028). SNAI1, CSF1R and CCND1 are the genes that mostly contribute to the observed enrichment value (they are the leading-edge subset of genes, as defined for GSEA), and their relative expression values are presented in the heatmap below. At the same time, Cav1 positively regulated genes (the CAV1_POS_REG gene set) are significantly enriched among the genes that are down-regulated upon stretching (NES = -1.25; FDR = 0.15). The leading-edge subset of genes is composed of NFATC1, CD14, NR3C2, FOS and EGR1 and their relative expression values are presented in the heatmap below. **C.** Graphical summary of results. The barplot represents FDR values for the eight gene sets referred in panels A and B. The dashed lines, representing FDR values of 0.25 (blue) and 0.05 (red), indicate the significance threshold used by default in the context of GSEA, and a more strict significance threshold, respectively. Positive and negative NES values are represented by colour ranging from green to brown.

**Suppl. Fig. 3** IPA network representing interactions between genes shown in **Fig. 2B** and with YAP, TAZ, CAV1, TGF-β1 and EMT function. Continuous lines represent direct relationships. Dotted lines represent indirect interactions. Significantly upregulated genes are in green. Significantly downregulated genes are represented in red.

**Suppl. Fig. 4** IPA Network representing interactions between genes shown in **Fig. 6A** and with Cav1, TGF-β1 and EMT function. Continuous lines represent direct relationships. Dotted lines represent indirect interactions. Significantly upregulated genes are in green. Significantly downregulated genes are represented in red.

**Suppl. Fig. 5** qRT-PCR using two different siRNA sequences specific for CAV1. In both cases, CAV1 silencing in stretching conditions (as in **Fig. 6B**) further promotes induction of mesenchymal markers compatible with a bona fide MMT. L34 mRNA levels were used for normalization. Bars represent the mean ±SEM of duplicate determinations in five to six independent experiments.

**Suppl. Fig 6.** Additional statistical comparisons from **Fig. 5A.**

**Suppl. Fig 7.** Additional statistical comparisons from **Fig. 6B.**

**Supplementary Tables**

**Suppl. Table 1.** Primer pairs for qRT-PCR used in this study.

**Suppl. Table 2.** Post-surgical adhesion mouse scoring scheme. Grade is the extent of the IB covered by the adhesion, represented as a percentage.

**Suppl. Table 3.** A list of mesothelium-specific markers was created on the basis of published transcriptomic studies. KRT7, calretinin, podoplanin, mesothelin and WT1 have been considered as specific mesothelial markers^48^. Ruiz Carpio et al identified profiles of gene expression of MCs during in vivo and ex vivo MMT^39^. Moreover, previous research demonstrates that MCs typically share common markers with endothelial cells, including VEGF, VEGF receptors (KDR) and co-receptors (neuropilin-1). Accordingly, VEGF/VEGFRs/co-receptors axis switched during MMT^47^. A number of independent analyses from other studies further confirm our data^51^.

**Suppl. Table 4.** List of Cav1 and TGF-β1 related genes from the experiment described in **Fig. 6**. Upregulated genes are in green; downregulated genes are in red. p values ≤ 0.05 are highlighted in blue.

How the deposited data were processed for this re-analysis (not part of the article)

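Gene expression was measured by RNAseq in primary MCs of 2 WT and 2 CAV1−/− mice, each with 1 static culture and 1 culture stretched for 24 h (8 libraries, 4 groups of 2 cultures, against n = 3 given in the paper for Fig. 6a). The authors trimmed reads with Cutadapt, mapped them to the GRCm38 transcriptome, estimated reads per gene with RSEM and normalized them with the TMM method of edgeR. The authors deposited the resulting signal as TMM-normalized CPM for 13687 genes, after leaving out genes with low values. The values of each library are whole multiples of 1 constant, the value of 1 read, which allowed the reads to be recovered (100% of values whole) and gave totals between 9777738 and 21203938 reads per library. The smallest amount taken as detectable was 3 reads, which corresponds to 0.146 to 0.308 TMM-normalized CPM. Intervals and floors cover counting error only. Gene positions are from GENCODE M21 on GRCm38, in which 13597 of the gene identifiers were found.

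The comparisons were stretch against static in WT and in CAV1−/− MCs, CAV1−/− against WT without and with stretch, and the genotype by stretch interaction. The deposited normalization was kept, a pseudocount of 1 was added before log2, and genes with a value of at least 1 in at least 2 of the 8 libraries were tested, which removed 22 genes and left 13665. All 8 libraries were fitted together with 1 mean per group by limma (version 3.58.1, R version 4.3.3), with eBayes and an intensity trend, no replicate block and Benjamini-Hochberg adjustment. Genes were called at an adjusted p-value under 0.05. The fit has 4 residual degrees of freedom. Gene lists fixed in advance (12) were tested with camera of limma at its preset correlation of 0.01 between genes, with Benjamini-Hochberg adjustment over all 60 tests. The genes named are the caveolar genes Cav1, Cav2 and Ptrf, the readouts of the paper, of which 1 is not reported here, and in each comparison the 3 largest rises and 3 largest falls among the genes past the threshold whose groups did not overlap. Genes of a tested list that passed the threshold, and marker genes of sex and cell type where a test uses them, may also be named. The main settings, the lists and most alternatives were chosen before the data were examined, and the settings chosen after seeing the values are identified as such.

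Alternatives were pseudocounts of 0.1 and 5, no filter (13687 genes), a mean of at least 5 over the libraries (10797 genes), median-of-ratios rescaling, quantile normalization, eBayes without trend, robust eBayes, a replicate block, the animal as a random effect, only the 4 libraries of a comparison, an unadjusted p-value of at most 0.05, edgeR's quasi-likelihood test (version 4.0.16) and DESeq2 (version 1.42.0) on the recovered reads, fry, camera with the correlation between genes estimated from the data, and each culture left out in turn. The replicate block was the animal for the stretch comparisons and the interaction. For the genotype comparisons it was the replicate number, which pairs different animals. Further tests of edgeR on the recovered reads (likelihood-ratio and exact, with and without block) and an average stretch effect over the 4 animals were chosen after seeing the values.

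The tests were checked on simulated data with 13665 genes of which 200 changed. Each library was drawn independently, at first with the spread estimated from the real data, which includes differences between animals. No effect shared by the cultures of an animal or of a replicate number was simulated, so these checks cannot judge the blocks. The animal block and the likelihood-ratio test with a block were not simulated. The limma setting recovered 63.5% of the changed genes with 7.30% false calls. The quasi-likelihood test of edgeR recovered 57.5% with 6.50% false calls, and limma with the replicate block 59.0% with 8.53%. The likelihood-ratio test recovered 74.5% with 35.5% false calls, and called 36 genes for stretch where none had been changed. A second simulation, in which limma recovered 100% of the changed genes, gave another order. There the false calls were 11.1% with limma, 11.9% with the replicate block and 8.29% with either edgeR test. The likelihood-ratio test then called 0 genes for stretch. IPA, GSEA and the network analysis were not rerun. The RNAseq of human MCs was not analysed here, and gene lists read from Fig. 2b were used as lists of symbols only.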

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

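The depth tests and the test for GC content and gene length were written before their result was seen, while the tests with CAV1−/− replicate 2 alone, with genes of low values, with a second leukocyte list, both tests for loss of CAV1 and both tests on Gm7809 were chosen only after the result was seen. In the tests at equal depth, all libraries were thinned to 9777738 reads in 10 draws.

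The response of MMP genes to stretch differed between genotypes, as tested by the interaction. The median interaction over 15 MMP genes was −0.49 on the log2 scale (13 of 15 genes lower, adjusted p = 0.0384 from camera of limma, 0.00214 with the animal as a block, r = 0.703 in WT and 0.850 in CAV1−/− animals). The median change on stretch was 0.14 and 0.20 in the WT animals and −0.23 and −0.14 in the CAV1−/− animals. Of 12 lists, 1 moved in opposite directions in all animals, and chance gives 12.5% per list. The adjusted p-value ranged from 0.00214 to 0.269 over 9 alternatives and was under 0.05 in 3. At equal depth the median was −0.50, so depth does not account for it. In CAV1−/− replicate 2, which had fewer leukocyte transcripts than replicate 1, the median change on stretch was −0.14, but its single genes went both ways. That replicate also had more leukocyte transcripts than WT replicate 2 for 11 of 12 markers, so its median does not separate the difference from leukocytes. Without genes of a mean under 5, which leaves out 3 of the 15 genes, the median was −0.33 and the adjusted p-value 0.131. With a pseudocount of 5, which damps genes with low values, the median was −0.16 and the adjusted p-value 0.0348. Genes with low values may therefore carry part of the size of this difference, and whether the call depends on them is left open.

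The response of proinflammatory genes also differed by the interaction, with a median of −0.32 (16 of 21 genes lower, adjusted p = 0.0271 from camera of limma, 0.00936 with the animal as a block, r = 0.703 in WT and 0.850 in CAV1−/− animals). Over 9 alternatives the adjusted p-value ranged from 0.00936 to 0.721 and was under 0.05 in 7. The median change on stretch was 0.10 and −0.12 in the WT animals, −0.74 in CAV1−/− replicate 1 and −0.0023 in CAV1−/− replicate 2. At equal depth the interaction was −0.35, so depth does not account for it. The value of −0.0023 in CAV1−/− replicate 2 leaves the leukocyte-rich replicate 1 as a candidate source of the fall.

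The TGF-β list rose more on stretch in CAV1−/− than in WT MCs by the interaction, with a median of 0.11 (28 of 36 genes, adjusted p = 0.0428 from camera of limma, 0.00936 with the animal as a block, r = 0.703 in WT and 0.850 in CAV1−/− animals, 0.00936 to 0.612 over 9 alternatives). The median change was 0.08 and 0.06 in the WT animals and 0.17 and 0.17 in the CAV1−/− animals. At equal depth the interaction was 0.09. After removal of the trend with GC content and gene length it was 0.045, which leaves open how much of it that trend carries, so the difference cannot be told apart from a bias by GC content or gene length.

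Leukocyte transcripts, which the paper does not discuss, were high in both cultures of CAV1−/− replicate 1. Of 12 leukocyte markers, 12 were higher in both of these cultures than in the other 6, with a median of 5.79-fold over the next culture. Ptprc was at 37.6 and 30.8 TMM-normalized CPM there and at most 4.27 elsewhere. In a second list of 20 leukocyte genes, 20 were higher in these cultures. At equal depth the number of markers was 12, so depth does not account for it. Only 1 of the 12 markers was higher in both cultures of CAV1−/− replicate 2 than in all WT cultures. However, replicate 1 was above replicate 2 for 12 of 12 markers in each of the 4 groups, and against the WT culture of the same number, static CAV1−/− replicate 2 was higher for 11 of 12 markers (median log2 difference 0.94). An effect of loss of CAV1 therefore remains possible beside the difference between replicate numbers. A candidate explanation is that the cultures of this animal contained more leukocytes, whether or not this follows from its genotype.

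Gm7809, which the paper does not discuss, was read in every CAV1−/− culture, with a mean of 43.4 TMM-normalized CPM without stretch, and had 0 reads in static WT cultures and at most 6 in stretched ones. It was the only gene (1 of 13687) under 0.5 in all cultures of one genotype and at least 5 in all cultures of the other. At the lowest CAV1−/− value, 415 reads would be expected in the WT library with the fewest, so depth does not account for it. Reads of a near-identical copy, or a variant linked to the targeted allele, may contribute. As it is the only gene with this pattern, the number of others within 20 Mb of Cav1 is necessarily 0 and tells nothing of a linked variant. The identifier of Gm7809 has no position in the annotation, so neither possibility could be told apart from an effect of CAV1.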

How the results depend on the processing

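The alternatives with edgeR's likelihood-ratio and exact tests, and with the quasi-likelihood test and a block, were chosen only after the result was seen. Where a value changed below, the cause was not tested.

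Numbers of called genes are given in the order stretch in WT, stretch in CAV1−/−, genotype without stretch and genotype with stretch, with 0, 0, 10 and 8 in the main setting and 310, 286, 1117 and 856 at the unadjusted p-value of at most 0.05. Pseudocounts, filters, rescaling, quantile normalization and robust eBayes kept these numbers within 1.5-fold. Without the intensity trend 6 genes were called for genotype without stretch. With the animal as a random effect the number was 2, with edgeR's quasi-likelihood test 2, and with only the 4 libraries of a comparison 0 and 0 for the 2 genotype comparisons (1011 and 640 unadjusted). The replicate block gave 1 for stretch in CAV1−/− MCs and 246 and 110 for genotype, beside r = 0.850 between the cultures of a CAV1−/− animal and 0.522 and 0.484 between same-numbered cultures of the genotypes. DESeq2 gave 3, 7, 309 and 237. The likelihood-ratio test gave 6, 5, 233 and 167, and 189, 176, 1067 and 875 without adjustment. The exact test gave 2, 4, 210 and 146, and 167, 152, 946 and 782 without adjustment. The likelihood-ratio test with the block gave 434, 417, 1134 and 906, and the quasi-likelihood test with the block gave 2, 229 and 90 for the last 3 comparisons. The interaction, with 0 genes called, gave 66 at the unadjusted p-value, 50 with the unadjusted likelihood-ratio test and 23 with the likelihood-ratio test and block. Leave-one-out counts were not run, since an arm with 1 culture has no spread of its own. How far the numbers of called genes rest on single cultures was therefore not examined.

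With fry and with camera using estimated correlations the medians are those of the main fit, so they could not change. The list results given here that passed the threshold in the main setting lost the call with fry and with camera using estimated correlations. The adjusted p-values in this order were 0.383 and 0.214 for the genes that rise in human MCs in stretched WT MCs (median 0.23). They were 0.243 and 0.214 for the same genes in stretched CAV1−/− MCs (0.23), in static genotype (0.32) and in stretched genotype (0.33). They were 0.0762 and 0.214 for the genes that fall in human MCs (−0.83 static, −0.49 stretched). For TGF-β they were 0.496 and 0.315 in stretched CAV1−/− MCs (0.18) and 0.612 and 0.475 in the interaction (0.11). For MMPs they were 0.0532 and 0.214 without stretch (0.92), 0.0899 and 0.214 with stretch (0.30) and 0.243 and 0.269 in the interaction (−0.49). For proinflammatory genes they were 0.0762 and 0.214 without stretch (1.197), 0.174 and 0.214 with stretch (0.88) and 0.721 and 0.422 in the interaction (−0.32), and 0.612 and 0.475 on stretch in CAV1−/− MCs (−0.52). For YAP targets in stretched WT MCs (−0.20) they were 0.612 and 0.658, and the animal block gave 0.0550 (r = 0.703). The genotype result without stretch of the genes that rise in human MCs was also lost without genes of a mean under 5 (0.30, adjusted p = 0.0682) and with quantile normalization (0.27, adjusted p = 0.0709). The TGF-β interaction was lost with quantile normalization (0.071, adjusted p = 0.0619). The MMP interaction was lost with a pseudocount of 0.1 (−0.67, adjusted p = 0.0732), without genes of a mean under 5 (−0.33, adjusted p = 0.131), with median-of-ratios rescaling (−0.50, adjusted p = 0.0562) and with quantile normalization (−0.55, adjusted p = 0.0619). The fall of proinflammatory genes on stretch in CAV1−/− MCs was lost with a pseudocount of 0.1 (−0.59, adjusted p = 0.0722), without genes of a mean under 5 (−0.37, adjusted p = 0.337) and with median-of-ratios rescaling (−0.52, adjusted p = 0.0596). Results that passed only with the animal block (r = 0.703 in WT and 0.850 in CAV1−/− animals) were the proangiogenic list on stretch in WT (0.26, adjusted p = 0.0230) and CAV1−/− MCs (0.28, adjusted p = 0.00936), and the collagen list on stretch in WT MCs (−0.28, adjusted p = 0.00936) and in the interaction (0.23, adjusted p = 0.00708).

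The results that reversed had values near 0 in the main setting. The TGF-β list in stretched WT MCs (−0.02) was 0.0055 with a pseudocount of 5, 0.0085 without genes of a mean under 5 and 0.049 with quantile normalization. The proangiogenic list in stretched genotype was −0.13 without genes of a mean under 5. In the interaction, the genes that rise in human MCs were −0.0071 with median-of-ratios rescaling and −0.0041 with quantile normalization, and those that fall were 0.018 with a pseudocount of 5 and 0.026 without genes of a mean under 5. The interaction of Tgfbr1 was −0.0071 with median-of-ratios rescaling and −0.044 with quantile normalization, and that of Ctgf 0.016 with quantile normalization. Fn1 is the highest gene named in every library, so quantile normalization sets its change to 0 by construction. The all-gene median of each comparison stayed within 0.02 of 0 under each scaling.

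With each culture left out in turn, the genes that rise in human MCs had medians from 0.12 to 0.32 in stretched WT MCs, 0.13 to 0.35 in stretched CAV1−/− MCs, 0.12 to 0.48 in stretched genotype, 0.057 to 0.53 in static genotype and −0.094 to 0.16 in the interaction. Those that fall ranged from −0.39 to −0.088 in stretched WT MCs, −0.46 to 0.024 in stretched CAV1−/− MCs, −1.09 to −0.72 in static genotype, −0.99 to −0.70 in stretched genotype and −0.30 to 0.25 in the interaction. TGF-β ranged from −0.15 to 0.23 in stretched WT MCs, 0.11 to 0.19 in stretched CAV1−/− MCs, −0.13 to 0.15 in static genotype, 0.027 to 0.17 in stretched genotype and 0.049 to 0.28 in the interaction. YAP targets ranged from −0.30 to −0.17 in stretched WT MCs, −0.23 to 0.18 in stretched CAV1−/− MCs and 0.023 to 0.40 in the interaction. MMPs ranged from 0.69 to 1.09 in static genotype, 0.0080 to 0.66 in stretched genotype, where the rise nearly vanished without 1 culture, and −0.51 to −0.12 in the interaction. Proinflammatory genes ranged from 1.02 to 1.54 in static and 0.75 to 0.92 in stretched genotype, −0.69 to −0.15 in stretched CAV1−/− MCs and −0.60 to −0.14 in the interaction. Collagens ranged from −0.67 to 0.17 in stretched WT MCs, −0.27 to 0.31 in stretched CAV1−/− MCs and −0.25 to 0.66 in the interaction, integrins from −0.036 to 0.64 in static and 0.020 to 0.78 in stretched genotype, and proangiogenic genes from 0.050 to 0.23 in stretched WT MCs, 0.090 to 0.37 in stretched CAV1−/− MCs and −0.17 to 0.13 in stretched genotype. Among the single genes named, 29 results became weaker under an alternative and 4 stronger, and 417 kept their direction and side of the threshold. The 4 stronger ones are Cav1 and Tgfbr1 with the replicate block in the 2 genotype comparisons. With a culture left out, not every single gene kept its direction. On stretch in WT MCs Snai1 ranged from −0.35 to 1.10 and Mmp2 from −0.039 to 0.77, while Il11 stayed between 0.93 and 1.61. Tgfb1 in the stretched genotype comparison ranged from −0.020 to 0.64. The 3 reads of the floor limit what can be said of Gm7809 in WT MCs, and n = 2 limits a permutation test of a single gene to p = 0.333 or more.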

Differences from the paper's values

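The likelihood-ratio and exact tests of edgeR were chosen only after the result was seen. The paper's methods give an adjusted p-value under 0.05, while its results give the numbers of genes at a p-value of at most 0.05. Which threshold these numbers refer to is therefore not clear. For stretch in WT MCs, 0 genes were called (310 at the unadjusted p-value) against the paper's 174. None of the alternatives set before the data were examined closed the gap: DESeq2 gave 3, the unadjusted p-value 310 and every other one 0. Unadjusted counts under a planned filter (254 without genes of a mean under 5) came within 1.5-fold. Settings chosen after seeing the values that came within 1.5-fold were the unadjusted likelihood-ratio test of edgeR (189) and its unadjusted exact test (167, and 139 with tagwise dispersions or 250 with only the 4 libraries).

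For stretch in CAV1−/− MCs, 0 genes were called (286 at the unadjusted p-value) against the paper's 183. None of the alternatives set before the data were examined closed the gap: the replicate block gave 1, DESeq2 7, the unadjusted p-value 286 and every other one 0. Unadjusted counts came within 1.5-fold without genes of a mean under 5 (257), with quantile normalization (266) and with only the 4 libraries (210). Settings chosen after seeing the values that came within 1.5-fold were the unadjusted likelihood-ratio test (176) and the unadjusted exact test (152, 128 with tagwise and 271 with a common dispersion).

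For genotype without stretch, 10 genes were called against the paper's 1153. Of the alternatives set before the data were examined, the unadjusted p-value of at most 0.05 (1117) closed the gap, and the others, from 0 with only the 4 libraries (1011 unadjusted) to 309 with DESeq2, did not. Unadjusted counts under the other planned settings were between 859 and 1283, apart from the replicate block. Settings chosen after seeing the values that came within 1.5-fold were the likelihood-ratio test with the replicate block (1134, r = 0.522 between same-numbered cultures) and, unadjusted, the likelihood-ratio test (1067) and the exact test (946, 968 with tagwise and 1301 with a common dispersion, 1059 with only the 4 libraries).

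For genotype with stretch, 8 genes were called against the paper's 989. Of the alternatives set before the data were examined, the unadjusted p-value of at most 0.05 (856) closed the gap, and the others, from 0 with only the 4 libraries (640 unadjusted) to 237 with DESeq2, did not. Unadjusted counts under the other planned settings were between 673 and 1057, apart from the replicate block and only the 4 libraries. Settings chosen after seeing the values that came within 1.5-fold were the likelihood-ratio test with the replicate block (906, r = 0.484 between same-numbered cultures) and, unadjusted, the likelihood-ratio test (875) and the exact test (782, 846 with tagwise and 1208 with a common dispersion, 760 with only the 4 libraries).

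The paper states that TGF-β signaling was activated in stretched CAV1−/− relative to stretched WT MCs. The TGF-β list had a median log2 fold change of 0.09 (25 of 36 genes higher, adjusted p = 0.286 from camera of limma), and none of its 9 alternatives, from 0.102 to 0.753, passed the threshold. This list mixes activators with inhibitors of the pathway, so its median does not measure activation and cannot decide on the IPA result. The paper states that stretch-induced signatures were exacerbated in CAV1−/− MCs. In level under stretch, the genes that rise in human MCs were higher in CAV1−/− than in WT MCs (median 0.33, 21 of 29 genes, adjusted p = 0.0153 from camera of limma, 0.00214 with the replicate block, r = 0.484, 0.00214 to 0.243 over 9 alternatives) and those that fall were lower (−0.49, 11 of 12 genes, adjusted p = 0.00416, 0.000386 to 0.214 over 9 alternatives), in the direction of that statement. In response to stretch, the genes that rise in human MCs had a median interaction of 0.01 (15 of 29 genes higher, adjusted p = 0.933 from camera of limma, 0.751 to 0.991 over the alternatives). Of the other lists, TGF-β genes rose more in CAV1−/− MCs (interaction 0.11, 28 of 36 genes, adjusted p = 0.0428 from camera of limma, 0.00936 to 0.612 over the alternatives). Removal of the trend with GC content and gene length left 0.045, so a bias by either is not excluded. Collagen genes passed the threshold only with the animal block (interaction 0.23, 14 of 19 genes, adjusted p = 0.00708 against 0.348 without it, r = 0.703 in WT and 0.850 in CAV1−/− animals, 0.00708 to 0.960 over the alternatives). MMP genes went the other way (interaction −0.49, 13 of 15 genes lower, adjusted p = 0.0384 from camera of limma, 0.00214 to 0.269 over the alternatives). So did proinflammatory genes (interaction −0.32, 16 of 21 genes lower, adjusted p = 0.0271 from camera of limma, 0.00936 to 0.721 over the alternatives). Their median change on stretch was −0.74 in the leukocyte-rich CAV1−/− replicate 1. In CAV1−/− replicate 2 it was −0.0023, between the values of the WT animals (0.10 and −0.12), so 1 animal carried this difference. The paper states that TGFBRI was higher in CAV1−/− MCs. Tgfbr1 had a log2 fold change of 0.77 without stretch (adjusted p = 0.822 from limma) and 0.78 with stretch (adjusted p = 0.958 from limma), higher in the CAV1−/− culture of each same-numbered pair. The replicate block (r = 0.522 and 0.484), set before the data were examined, called it with adjusted p-values of 0.0344 and 0.0485, and the range over 9 alternatives was 0.0344 to 0.843 without and 0.0485 to 1.00 with stretch.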

Other observations

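The average stretch effect over the 4 animals, and the tests with CAV1−/− replicate 2 alone, with fibroblast markers and for a segment around Cav1, were chosen only after the result was seen.

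With the animal as a block, limma called 308 genes for the average stretch effect over the 4 animals (141 higher and 167 lower, 2954 at the unadjusted threshold), beside r = 0.703 and 0.850 between the cultures of a WT and a CAV1−/− animal. Adm fell by 1.12 on the log2 scale (standard error 0.09, adjusted p = 0.0129 from limma) and Aldh1a3 rose by 2.44 (adjusted p = 0.0145 from limma), each in 4 of 4 animals. These genes were named for their values after these were seen. Of the 8 ways to assign signs to the 4 animals, 1, the real one, gave as many genes, and the others gave 0 (57 to 690 unadjusted). The real assignment gave the most genes, but the share cannot be under 0.125 in this design, so this count cannot decide between stretch and a chance assignment. All 4 stretched libraries were deeper than every static one (1.69, 1.89, 1.38 and 1.301-fold in animals 1 to 4). At equal depth, 336 genes were called (278 to 415 over 10 draws), with a median of 271.5 shared with the 308, so depth does not account for them.

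The genes that rise on stretch in human MCs rose in all 4 animals. At equal depth the smaller of the medians in WT and CAV1−/− MCs was 0.22, so depth does not account for the rise. Removal of the trend with GC content and gene length moved the median from 0.23 to 0.24 in WT MCs and from 0.23 to 0.21 in CAV1−/− MCs, so that trend carried little of it. A response to stretch shared by human and mouse MCs may explain it, as a hypothesis found and tested on the same data.

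Mesothelial markers were lower in CAV1−/− MCs without stretch (median −2.07, 12 of 12 lower) and with stretch (−2.09). In CAV1−/− replicate 2 alone the median difference was −1.92, and against WT replicate 1, which had more leukocyte transcripts, it was −1.89, so leukocytes do not account for it. Fibroblast markers went both ways (median −0.36, 3 of 10 higher and 7 lower), so the list as a whole did not rise. Because its members differ in direction, added fibroblasts are not excluded. At equal depth the median of the mesothelial markers was −2.09. Shared reads of Krt8 with its pseudogene were not tested. A loss of mesothelial identity in CAV1−/− MCs may explain the fall, as a hypothesis that 2 animals per genotype cannot separate from differences between animals.

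Proinflammatory genes were higher in CAV1−/− MCs without stretch (median 1.197, 19 of 21 higher). In CAV1−/− replicate 2 alone the median difference from the WT mean was 1.02, but that culture had more leukocyte transcripts than WT replicate 2, so this value does not separate the rise from leukocytes. WT replicate 1 had more leukocyte transcripts than CAV1−/− replicate 2 for 9 of 12 markers, and against it the proinflammatory genes of CAV1−/− replicate 2 were still higher (median log2 difference 0.98, 17 of 21 higher). The level of leukocyte transcripts alone therefore does not account for this part of the difference.

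YAP targets fell on stretch in WT MCs (median −0.20, 18 of 25 lower, adjusted p = 0.0363 from camera of limma, 0.0142 to 0.658 over 9 alternatives). With the animal block (r = 0.703 between the cultures of a WT animal) the adjusted p-value was 0.0550, so the call was lost. The medians were −0.23 and −0.11 in the WT animals and −0.04 and −0.01 in the CAV1−/− animals. The interaction was 0.15 (18 of 25 genes higher, adjusted p = 0.140 from camera of limma, 0.0619 to 0.794 over the alternatives), so a difference between the genotypes was not shown. Among the YAP/TAZ targets that the paper names, Cyr61 fell on stretch in 4 of 4 animals. Ctgf went the other way and rose in 3 of 4, by 0.13 and 0.20 on the log2 scale in the WT animals. Fn1 and Acta2, other readouts of the paper, fell on stretch in 4 of 4 animals.

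Within 20 Mb of Cav1, 0 of 107 genes were called for genotype without stretch, and 11 of 107 (10.3%) had an unadjusted p-value of at most 0.05, against 1099 of 13469 elsewhere (8.16%; two-sided Fisher exact test, p = 0.378), so no excess of such genes around the targeted gene was seen. Cav1 still had at least 184 reads in every CAV1−/− library, and fell on stretch in 4 of 4 animals.

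The Y-linked genes Ddx3y (75.4 to 106), Eif2s3y (35.6 to 50.8), Kdm5d (28.8 to 34.3) and Uty (18.6 to 24.7 TMM-normalized CPM) were read in all 8 libraries. The interaction had 66 genes at the unadjusted threshold, while about 683 would pass by chance. Modelling the animal gave 581 genes as a block and 656 as a random effect (r = 0.703 in WT and 0.850 in CAV1−/− animals), so most of the shortfall belongs to the setting that leaves out the pairing.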
